# Transcriptome analysis of blood and spleen in virulent and avirulent mouse malaria infection

**DOI:** 10.1038/s41597-020-00592-1

**Published:** 2020-08-04

**Authors:** Yuancun Zhao, Caroline Hosking, Deirdre Cunningham, Jean Langhorne, Jing-wen Lin

**Keywords:** Parasite host response, Malaria, Transcriptomics

## Abstract

Malaria is a devastating infectious disease and the immune response is complex and dynamic during a course of a malarial infection. Rodent malaria models allow detailed time-series studies of the host response in multiple organs. Here, we describe two comprehensive datasets containing host transcriptomic data from both the blood and spleen throughout an acute blood stage infection of virulent or avirulent *Plasmodium chabaudi* infection in C57BL/6 mice. The mRNA expression profiles were generated using Illumina BeadChip microarray. These datasets provide a groundwork for comprehensive and comparative studies on host gene expression in early, acute and recovering phases of a blood stage infection in both the blood and spleen, to explore the interaction between the two, and importantly to investigate whether these responses differ in virulent and avirulent infections.

## Abstract (summary)

**Table:** 

Measurement(s)	transcriptome • gene expression • malaria
Technology Type(s)	Microarray
Factor Type(s)	blood versus spleen • virulent versus avirulent malaria infection
Sample Characteristic - Organism	Mus musculus

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.12619232

## Background & Summary

Malaria is a mosquito-borne disease caused by *Plasmodium* parasites, inflicting nearly half a million deaths annually, mostly in low and middle income countries (World Malaria Report 2018). The deaths are mainly caused by malaria complications that particularly affect young children and pregnant women. Clinical manifestations of malaria take place during the blood stages of the infection, during which host-parasite interactions occur mainly within the vasculature and most importantly in the spleen^1,2^. As the infection progresses, the parasite also interacts with, and damages multiple host organs via the process of sequestration^3^. This adherence of infected red blood cells to the endothelium of capillaries and venues, causes complications such as cerebral malaria and acute lung injury^1,4^. Leukocytes that are tissue resident, or that are recruited into the inflamed/damaged organs are in contact with the parasite or parasite product such as hemozoin (byproduct of hemoglobin degradation)^5^ and other pathogen-associated molecular patterns (PAMPs)^6^, resulting in activation of downstream immune genes. It has long been established that spleen is the most important immune organ that generate anti-malarial immune responses^1,2^. It has no afferent lymph vessels and collects its leukocytes directly from blood. The circulating immune cells continuously migrate into and out of the spleen, with their changed transcriptional activities during the course of malaria infection. In support of this, a recent study showed that parasite specific CD8^+^ T cell were primed in the spleen and migrated into the lungs^7^; another study showed that the ‘lung pathology’ signature can be picked up by analysing whole blood transcriptome^8^.

Genome-wide expression profiling is being increasingly applied to dissect the complex details of the host response to malaria infection^9,10^. As blood is the most accessible tissue in field studies, numerous field studies analyse blood transcriptomes as read-outs for anti-malarial immunity^11–13^. Therefore, it is very important to understand whether the immune responses detected in the blood serve as a reliable proxy for immune responses occurring in the spleen; if so, to what extent and at which stage of infection are they most closely related. To date, few studies have performed transcriptomic analyses of the blood in the mouse model^9^ and only one study carried out by us attempted to investigate the similarities between blood and spleen transcriptome^14^.

Here we describe two comprehensive, time-series analyses of the blood and spleen transcriptomic changes throughout the acute phase of blood stage infection (Fig. 1a) using a well-established rodent malaria model, *Plasmodium chabaudi*. This parasite is widely used to study host responses as it mirrors many pathological manifestations associated with *P. falciparum* infection, the most deadly species infecting humans, including parasite sequestration, severe malarial anemia, and chronic infection^8,15,16^. Time-series gene expression analysis is most helpful in identifying genes with transient expression changes and in investigation of gene regulation profiles during an infection. In our previous studies, we showed that pathology signatures can be picked up from blood transcriptome and they are quite distinct in the avirulent *P. chabaudi* AS or virulent *P. chabaudi* CB infection^8^; further analysing the blood and spleen transcriptome from the avirulent *P. chabaudi* AS infection, we identified only a small set of immune genes shared between them^14^. Here we report a new dataset of spleen transcriptome from the virulent *P. chabaudi* CB infection, which were collected from the same mice as the published blood transcriptome^8^. Our datasets, including the published PcAS/PcCB blood^8^, PcAS spleen^14^ and this new PcCB spleen transcriptome, offer a unique possibility to identify the complete set of activated or suppressed genes during an acute blood stage infection, to infer their rates of change and their causal effects. Further, it would be of high interest to investigate whether the interaction between blood and spleen differ in these two infections or whether more subtle relationship can be unearthed using more elaborate time modeling methods.

**Fig. 1:**
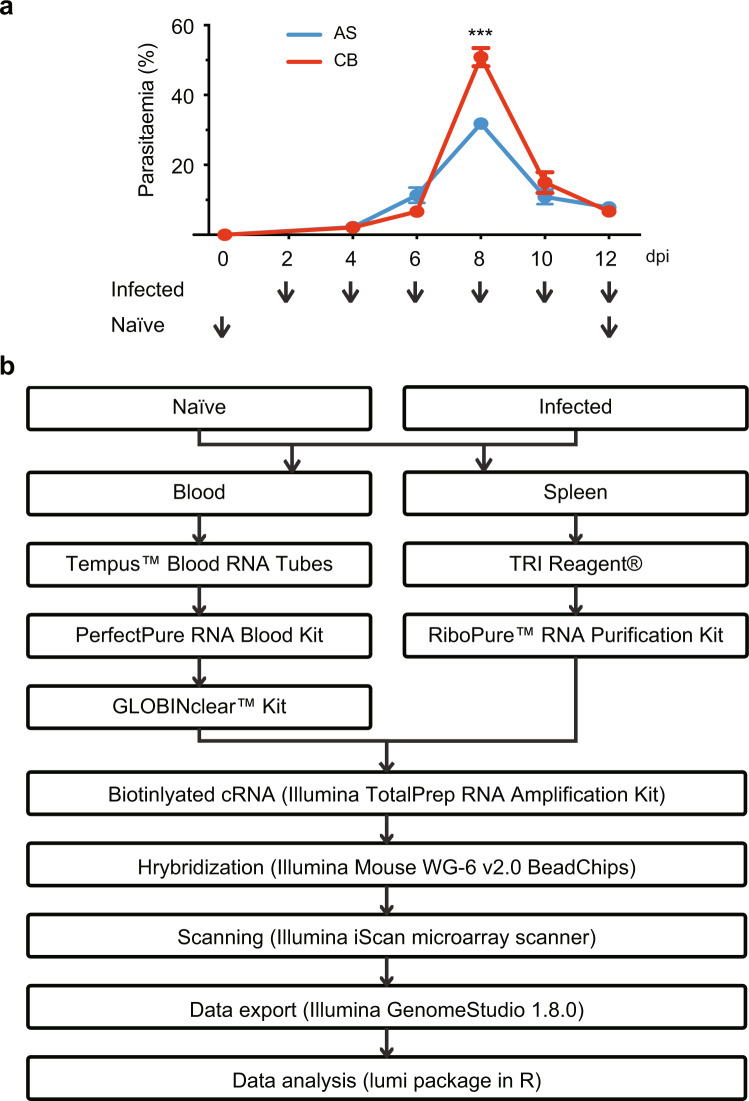
Sample collection and workflow. **(a)** Parasitemia (percentage of infected erythrocytes) of infected mice during the acute phase of blood stage infection and the time points (arrow heads) when the samples were collected. The mice were intraperitoneally infected with 10^5^ erythrocytes that were infected with *P. chabaudi* parasite. **(b)** The flow chart illustrating the steps of microarray analysis.

## Methods

### Mice and parasites

Female C57BL/6 aged 6–8 weeks from the SPF (Specific Pathogen Free) unit at the Francis Crick Institute Mill Hill Laboratory were housed under reverse light conditions (light 19.00–07.00, dark 07.00–19.00 GMT) at 20–22 °C, and were allowed access to diet and water *ad libitum*. This study was carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 (Home Office license 80/2538 and 70/8326), and was approved by the Francis Crick Institute Ethical Committee.

Cloned lines of *Plasmodium chabaudi chabaudi* AS and CB were originally obtained from David Walliker, University of Edinburgh, United Kingdom. Infections were initiated by intraperitoneal injection of 10^5^ parasitised erythrocytes derived from cryopreserved stocks. The course of infection was monitored on Giemsa-stained thin blood films by enumerating the percentage of erythrocytes infected with asexual parasites (parasitemia). The limit of detection for patent parasitemia was 0.01% infected erythrocytes. During the experiments, mouse condition were closely monitored. Core body temperature was measured with an infrared surface thermometer (Fluke); body weight was calculated relative to a baseline measurement taken before infection; and erythrocyte density was determined on a VetScan HM5 haematology system (Abaxis). The animals were euthanized upon reaching humane end points by showing the following signs: emaciation (more than 25% weight loss), persistent labored breathing, severe hypothermia (body temperature below 28 °C), inability to remain upright when conscious or lack of natural functions, or continuous convulsions lasting more than 5 min.

### RNA isolation and preparation for microarray analysis

The sample collection and processing workflow is summarised in Fig. 1. These methods are expanded versions of descriptions in our related studies^8,14^. Female C57BL/6 mice aged between 6–8 weeks were injected intraperitoneally with 10^5^ infected red blood cells of *P. chabaudi* AS or CB strain. At 2, 4, 6, 8, 10 and 12 days post infection (dpi), 0.5 mL of blood was collected via cardiac puncture into 1 mL Tempus RNA stabilising solution (Applied Biosystems). Spleens were aseptically removed and were homogenised immediately in TRI reagent (Ambion) by pulsing with a Polytron homogenising unit (Kinematic). An extra day 9 group was collected from PcCB infected mice that had reached humane end points. Naïve control samples were also collected on day 0 (the day of infection) and day 12 (the end of the experiment). Samples were snap frozen in dry ice and stored at −80 °C until RNA isolation.

Total blood RNA was extracted using PerfectPure RNA Blood Kit (5 PRIME), and Globin mRNA was removed from 2 µg of total isolated RNA using GLOBINclear 96-well Mouse/Rat Whole Blood Globin Reduction Kit (Ambion) according to the manufacturer’s instructions. Total splenic RNA was extracted using RiboPure RNA Purification Kit (Ambion) following the manufacture’s protocol. All RNA samples derived from the same experiment were isolated altogether at the end of the experiment, in 2–3 batches within a day. Globin mRNA reduction was performed in 2 batches, one for all PcAS blood samples and the other for all PcCB blood. Batch information for RNA isolation and subsequent processing was provided in Online-only Tables 1–4.

To test whether parasite RNA gives signals in microarray analysis of mouse gene expression, an independent experiment was performed using naïve and infected mouse blood RNA, and purified parasite RNA. RNA from naïve or infected blood was processed as described above. Parasite purification and RNA extraction methods were performed as described previously^17^. Briefly, infected blood collected at day 8 post infection were depleted of leukocytes by filtration through Plasmodipur filters (EuroProxima) followed by erythrocyte lysis using 0.15% saponin (Sigma) in ice-cold PBS and extensive washes with PBS. Purified parasite pellets were then resuspended in 1 ml TRI reagent (Ambion), snap-frozen on dry ice and kept at −80 °C. Parasite RNA was extracted using RiboPure RNA Purification Kit (Ambion) according to the manufacturer’s protocols. Parasite RNA was also subjected to Globin mRNA removal. Batch information for RNA isolation and processing was provided in Online-only Table 5.

Biotinylated, amplified antisense complement RNA (cRNA) samples were prepared from 300 ng of either globin reduced blood/parasite RNA, or splenic total RNA using Illumina TotalPrep RNA Amplification Kit (Ambion). cRNA was prepared in 4 batches: PcAS blood, PcCB blood, all spleen samples and blood/parasite RNA.

At each step, the quantity of the RNA samples was measured using NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific) and the quality of RNA was verified using Agilent 2100 bioanalyzer (Agilent Technologies) or Caliper LabChip GX (Caliper Life Sciences), provided as RNA Integrity Number (RIN) or RNA Quality Score (RQS), respectively. Only RNA samples with RIN/RQS above 7 were used for subsequent treatment and analysis; however, for blood samples with high parasite load, parasite rRNA affected RIN/RQS determination, and the quality of these samples were determined by examining electropherograms. RNA concentration and RIN/RQS of each sample were also provided in Online-only Tables 1–5.

### Microarray hybridisation and raw data export

The following procedures for microarray hybridisation and data acquisition was done for each sample. Briefly, 1.5 µg of labelled cRNA was hybridised to Illumina Mouse WG-6 v2.0 Expression BeadChip (consisting of 45,281 probe sets representing 30,854 genes) according to the manufacturer’s protocols. The arrays were then washed, blocked, stained and scanned on an Illumina iScan, following the manufacturer’s instructions. Illumina BeadStudio/GenomeStudio 1.8.0 software was used to generate signal intensity values, quality control values, and to subtract background. Hybridisation was performed in 4 batches: PcAS blood, PcCB blood, all spleen samples and blood/parasite RNA.

### Microarray data preparation and analysis

Data input, quality control, variance stabilisation, log transformation and quantile normalisation were performed using the lumi package^18^. The full feature set (a total of 45,281 probes) of each sample was used for the following analyses including hierarchical clustering, principle component analysis (PCA) and Euclidean distance, all conducted using R 3.6.0 (www.r-project.org). For hierarchical clustering, agglomerative clustering with average linkage was used.

## Data Records

Gene expression data were deposited at the Gene Expression Omnibus database (GEO) under the following accession numbers: GSE93631^19^ (AS and CB blood) and GSE123391^20^ (AS spleen) which were published previously^8,14^; GSE145781^21^ (CB spleen) and GSE145634^22^ (the raw data of parasite RNA experiment) which were new datasets.

GEO accession numbers of blood or spleen samples that were derived from the same mouse were provided in Tables 1 and 2. Batch information, RNA quality and concentration and related GEO accession numbers were provided in Online-only Tables 1–5.

**Table 1:** GEO accession numbers of blood or spleen samples that were derived the same PcAS infected mouse (Data Source: GSE93631^19^ and GSE123391^20^).

mouse No.	Blood (GSE93631^19^)		Spleen (GSE123391^20^)	
	GEO accession	BeadChip No.	GEO accession	BeadChip No.
naïve_D0_m1	GSM2459164	8762536135_E	GSM3502544	9440690022_B
naïve_D0_m2	GSM2459165	8762536084_A	GSM3502545	9440690030_C
naïve_D0_m3	GSM2459166	8762536052_F	GSM3502546	9440690035_B
naïve_D12_m1	GSM2459167	8762536072_E	GSM3502568	9440690030_F
naïve_D12_m2	GSM2459168	8784170061_E	GSM3502569	9440690037_C
naïve_D12_m3	GSM2459169	8784170059_F	GSM3502570	9440690042_A
AS_D2_m1	GSM2459172	8762536135_C	GSM3502547	9440690022_C
AS_D2_m2	GSM2459171	8762536084_B	GSM3502548	9440690035_A
AS_D2_m3	GSM2459173	8784170059_C	GSM3502549	9440690037_D
AS_D2_m4	GSM2459170	8762536072_F	GSM3502550	9440690042_C
AS_D4_m1	N/A	N/A	GSM3502551	9440690022_D
AS_D4_m2	GSM2459175	8762536084_F	GSM3502552	9440690030_A
AS_D4_m3	GSM2459174	8762536052_B	GSM3502553	9440690037_E
AS_D4_m4	GSM2459176	8784170061_A	GSM3502554	9440690042_B
AS_D6_m1	N/A	N/A	GSM3502555	9440690022_E
AS_D6_m2	GSM2459177	8762536052_E	GSM3502556	9440690035_C
AS_D6_m3	GSM2459179	8784170059_B	GSM3502557	9440690042_D
AS_D6_m4	GSM2459178	8762536135_A	GSM3502558	9440690037_A
AS_D8_m1	GSM2459182	8784170059_E	GSM3502559	9440690022_F
AS_D8_m2	GSM2459181	8762536135_F	GSM3502560	9440690030_B
AS_D8_m3	GSM2459180	8762536084_D	GSM3502561	9440690035_D
AS_D10_m1	GSM2459185	8784170061_B	GSM3502562	9440690035_E
AS_D10_m2	GSM2459184	8762536135_D	GSM3502563	9440690030_D
AS_D10_m3	GSM2459183	8762536052_C	GSM3502564	9440690037_F
AS_D12_m1	GSM2459186	8762536072_C	GSM3502565	9440690030_E
AS_D12_m2	GSM2459188	8784170061_C	GSM3502566	9440690035_F
AS_D12_m3	GSM2459187	8762536084_E	GSM3502567	9440690037_B

**Table 2:** GEO accession numbers of blood or spleen samples that were derived the same PcCB infected mouse (Data Source: GSE93631^19^ and GSE145781^21^).

mouse No.	Blood (GSE93631^19^)		Spleen (GSE145781^21^)	
	GEO accession	BeadChip No.	GEO accession	BeadChip No.
naïve_D0_m1	GSM2459189	8762536055_D	GSM4332890	9440690042_E
naïve_D0_m2	GSM2459190	8762536056_E	GSM4332891	9440690065_D
naïve_D0_m3	GSM2459191	8762536079_E	GSM4332892	9440690046_F
naïve_D12_m1	GSM2459192	8762536054_F	GSM4332893	9440690056_F
naïve_D12_m2	GSM2459193	8762536055_E	GSM4332894	9440690059_B
naïve_D12_m3	GSM2459194	8762536056_A	GSM4332895	9440690061_A
CB_D2_m1	GSM2459195	8762536049_B	GSM4332896	9440690056_B
CB_D2_m2	GSM2459196	8762536054_C	GSM4332897	9440690046_A
CB_D2_m3	GSM2459197	8762536055_F	GSM4332898	9440690061_F
CB_D2_m4	GSM2459198	8762536079_C	GSM4332899	9440690059_C
CB_D4_m1	GSM2459199	8762536049_F	GSM4332900	9440690046_B
CB_D4_m2	GSM2459200	8762536054_D	GSM4332901	9440690061_C
CB_D4_m3	GSM2459201	8762536056_B	GSM4332902	9440690056_E
CB_D4_m4	GSM2459202	8762536078_A	GSM4332903	9440690065_F
CB_D6_m1	GSM2459206	8762536097_B	GSM4332904	9440690046_C
CB_D6_m2	GSM2459203	8762536055_A	GSM4332905	9440690042_F
CB_D6_m3	GSM2459204	8762536056_F	GSM4332906	9440690056_A
CB_D6_m4	GSM2459205	8762536079_A	GSM4332907	9440690061_B
CB_D8_m1	GSM2459207	8762536049_D	GSM4332908	9440690056_C
CB_D8_m2	GSM2459208	8762536054_E	GSM4332909	9440690065_A
CB_D8_m3	GSM2459209	8762536078_D	GSM4332910	9440690061_E
CB_D8_m4	GSM2459210	8762536097_F	GSM4332911	9440690059_D
CB_D9_m1	GSM2459221	8762536054_A	GSM4332912	9440690065_C
CB_D9_m2	GSM2459218	8762536055_B	GSM4332913	9440690059_E
CB_D9_m3	GSM2459219	8762536097_D	N/A	N/A
CB_D9_m4	GSM2459220	8762536078_F	GSM4332914	9440690061_D
CB_D10_m1	GSM2459211	8762536049_C	GSM4332915	9440690065_E
CB_D10_m2	GSM2459212	8762536056_C	GSM4332916	9440690056_D
CB_D10_m3	GSM2459213	8762536078_B	GSM4332917	9440690046_E
CB_D10_m4	GSM2459214	8762536079_D	GSM4332918	9440690059_A
CB_D12_m1	GSM2459215	8762536049_E	GSM4332919	9440690059_F
CB_D12_m2	GSM2459216	8762536078_C	GSM4332920	9440690046_D
CB_D12_m3	GSM2459217	8762536079_B	GSM4332921	9440690065_B

## Technical Validation

### Sample preparations and quality control

Several aspects of the experiment were designed to ensure the quality of the data. For example, the control naïve mice were randomly selected from the same batch of age-matched mice, 3 of which were sacrificed at the same day of infection, and 3 of which were housed under the same conditions as the infected mice and were sacrificed along with mice after 12 days of infection. All mice in the infected group were infected at the same time and were randomly selected for sample collection at each time point. Overall, both blood and spleen samples collected from either PcAS or PcCB infections showed uniformed normalised intensities (Figs. 2a and 3a). Importantly, high similarities were observed between biological replicates (Figs. 2 and 3).

**Fig. 2:**
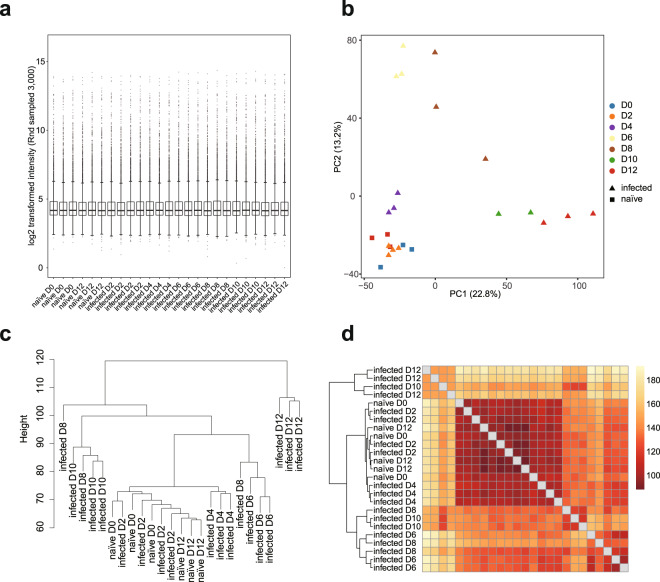
Quality check of BeadChip gene expression data of PcAS blood samples. (**a**) Box plot showing distribution of 3,000 randomly sampled probe signals for normalised PcAS infected blood expression data. The median, two hinges, two whiskers and outlying points were shown. (**b**) Principal component analysis of normalised expression data of naïve and infected blood samples. (**c**) Hierarchical clustering plot of normalised intensity data among the samples was generated using agglomerative clustering with average linkage. (**d**) Heatmap of Euclidean distance. A full feature set was used for (**b**–**d**). This dataset was submitted to GEO (GSE93631).

**Fig. 3:**
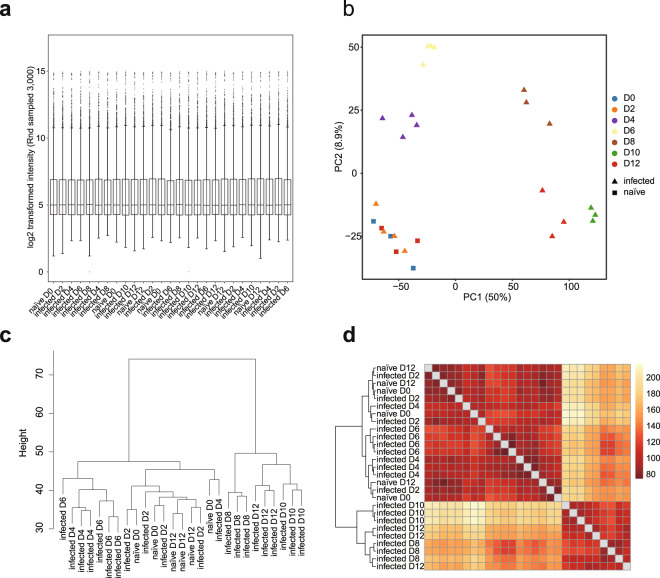
Quality check of BeadChip gene expression data of PcAS spleen samples.(**a**) Box plot showing distribution of 3,000 randomly sampled probe signals for normalised PcAS spleen expression data. The median, two hinges, two whiskers and outlying points were shown. (**b**) Principal component analysis of normalised expression data of naïve and infected spleen samples. (**c**) Hierarchical clustering plot of normalised intensity data among the samples was generated using agglomerative clustering with average linkage. (**d**) Heatmap of Euclidean distance. A full feature set was used for (**b-d**). This dataset was submitted to GEO (GSE123391).

### Quality check of time dependent responses

In the naïve control group, mice collected at day 0 or day 12 clustered together in all 4 datasets. Interestingly, samples collected at 2 dpi at which time point the infection rate was below microscopic detection level, also cluster with naïve groups; and this was observed in both the blood and spleen in either infection (Figs. 2–5). In the avirulent PcAS infection, from day 4 onwards, the expression profiles changed significantly, showing clear time-dependent responses in both the blood and the spleen. At 4 dpi, spleen showing longer distance from the naïve groups than the blood, 46.4 vs 21.6 distance on PC2 (Figs. 2b and 3b), which indicates higher host responses in the spleen than in the blood. Similar responses took place in the virulent PcCB infection, showing 4 dpi-naïve distance on PC2 of 18.5 in the blood vs 32.0 in the spleen (Figs. 4b and 5b). This is in line with the current view that parasite-host interaction mainly take place in the spleen.

**Fig. 4:**
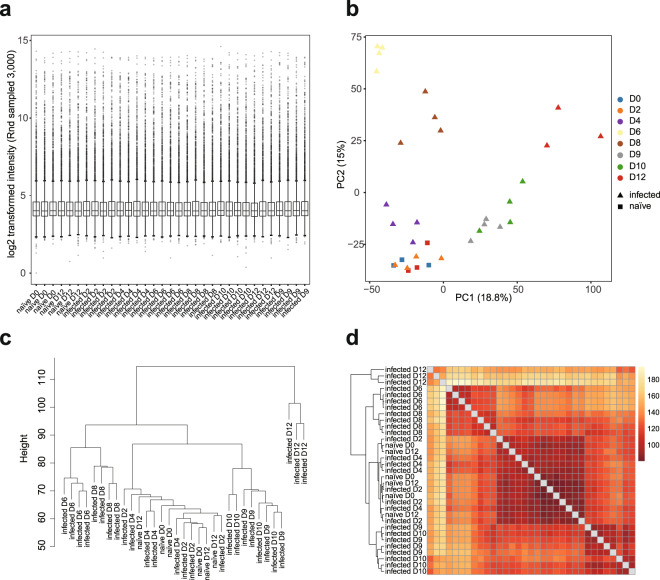
Quality check of BeadChip gene expression data of PcCB blood samples. (**a**) Box plot showing distribution of 3,000 randomly sampled probe signals for normalised PcCB blood expression data. The median, two hinges, two whiskers and outlying points were shown. (**b**) Principal component analysis of normalised expression data of naïve and infected blood samples. (**c**) Hierarchical clustering plot of normalised intensity data among the samples was generated using agglomerative clustering with average linkage. (**d**) Heatmap of Euclidean distance. A full feature set was used for (**b-d**). This dataset was submitted to GEO (GSE93631).

**Fig. 5:**
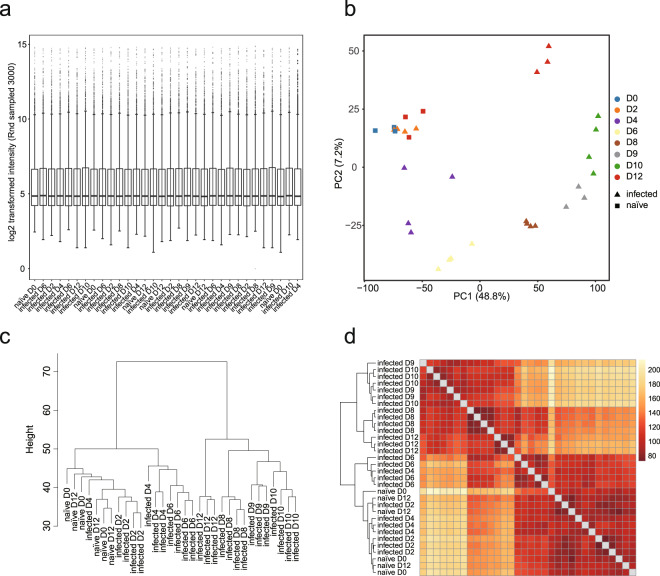
Quality check of BeadChip gene expression data of PcCB spleen samples. (**a**) Box plot showing distribution of 3,000 randomly sampled probe signals for normalised PcCB spleen expression data. The median, two hinges, two whiskers and outlying points were shown. (**b**) Principal component analysis of normalised expression data of naïve and infected spleen samples. (**c**) Hierarchical clustering plot of normalised intensity data among the samples was generated using agglomerative clustering with average linkage. (**d**) Heatmap of Euclidean distance. A full feature set was used for (**b-d**). This dataset was submitted to GEO (GSE145781).

An interesting difference between the blood and spleen is the divergence between day 6 and 8 post infection. In the avirulent PcAS infection the distances between 6 and 8 dpi on PC1 were 36.4 in the blood and 91.8 in the spleen (Figs. 2b and 3b). This is slightly less striking in the virulent PcCB infection, with 21.1 in the blood and 66.8 in the spleen. These differences are also apparent in hierarchical clustering and heatmaps of euclidean distance (Figs. 2 and 3).

The striking differences between PcAS and PcCB infections were the responses took place between day 10 and 12 post infection. In the avirulent PcAS infection, while day 10 and 12 were clearly different from previous infected samples, they clustered tightly together in both blood and spleen samples (Figs. 2b and 3b). By contrast, in the virulent PcCB infection the two days differed in both PC1 and PC2 (Figs. 4b and 5b), and the heatmaps of Euclidean distance showed that 12 dpi clearly separate from other samples (Figs. 4d and 5d).

### Parasite RNA does not affect BeadChip gene expression results

Because the malaria parasite infects erythrocytes, RNA isolated from the infected blood contains both mouse and *Plasmodium* RNA. We therefore performed an independent experiment to rule out the interference of parasite RNA in downstream analysis using Mouse WG-6 v2.0 Expression BeadChip. 

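Blood RNA of 3 naïve C57BL/6 mice, blood RNA of 5 mice collected 8 days after infection with P. chabaudi AS, and 2 preparations of purified P. chabaudi AS parasite RNA were each hybridised to one array of the Mouse WG-6 v2.0 BeadChip. For 6 of the 8 blood arrays, the 3 naïve samples and infected samples 1, 2 and 5, the paper lists RNA concentrations and quality values identical to those of naïve and day 8 mice of its PcAS time series. RNA of these samples was isolated on the same day, whereas infected samples 3 and 4 and both parasite samples were isolated on another day. Naïve samples 1 and 2 and infected samples 1 to 3 were hybridised on chip 1, and naïve sample 3, infected samples 4 and 5 and both parasite samples on chip 2. The authors deposited background-subtracted intensities of 45281 probes, on a linear scale and not normalised between arrays, without detection p-values, control probes or bead numbers. The number of arrays limits the precision, and p-values measure the spread between these samples.
A probe was called detected on an array when its intensity was above the 99th percentile of the background, estimated by mirroring that array's values below 0. The limit lay between 6.5 and 8.4 intensity units on the blood arrays and parasite array 1, and higher on parasite array 2, where most of the probes held a single value below 0. For comparisons of infected with naïve blood, log2(intensity + 50) was quantile normalised over the 8 blood arrays, and limma was fitted to the 14202 probes detected on at least 3 of them. A log2 fold change on this scale understates the change of dim genes. Gene symbols came from the array's annotation, which gave 34885 probes exactly 1 symbol, 18 several and 10378 none. 15 gene lists were fixed before the data were examined, and a gene with several probes was represented by the probe brightest in blood. In counts of detected genes, however, a gene counted as detected when any of its probes was, which favours genes with many probes.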

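Leukocyte and platelet genes kept a smaller part of their infected-blood intensity on parasite array 1 than erythroid genes did. Several of them were still well above the detection limit of that array, 6.5 units. The intensity there was set against the mean of the 5 infected blood arrays for genes detected on all 5. Monocyte and macrophage genes stood at a median of 0.45% of their infected-blood intensity (15 genes), platelet genes at 0.264% (18 genes), neutrophil genes at 1.27% (17 genes), NK cell and cytotoxic genes at 2.73% (13 genes), T cell genes at 3.50% (17 genes) and B cell genes at 8.12% (14 genes). Erythroid genes stood at 49.0% (27 genes, quartiles 40.4% and 60.2%) type I interferon-stimulated genes at 32.0% (19 genes) and cytosolic ribosomal protein genes at 22.1% (47 genes), against 8.69% over all 4980 such genes. The granzyme gene Gzmk had an intensity of 3.7 on parasite array 1 and 263 on average in infected blood, the neutrophil granule gene Lcn2 2.7 against 651, the chemokine gene Ccl5 of cytotoxic lymphocytes 116 against 4212, and the T cell coreceptor gene Cd8b1 31.2 against 1027. Chosen after their values were seen, the antigen presentation gene Cd74 had 116 units, the neutrophil gene S100a8 95.1 and the B cell receptor gene Cd79b 48.4 on parasite array 1. These are values of a single array and have no replicate check, since no probe of parasite array 2 exceeded 100 units.

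**Figure D1:**
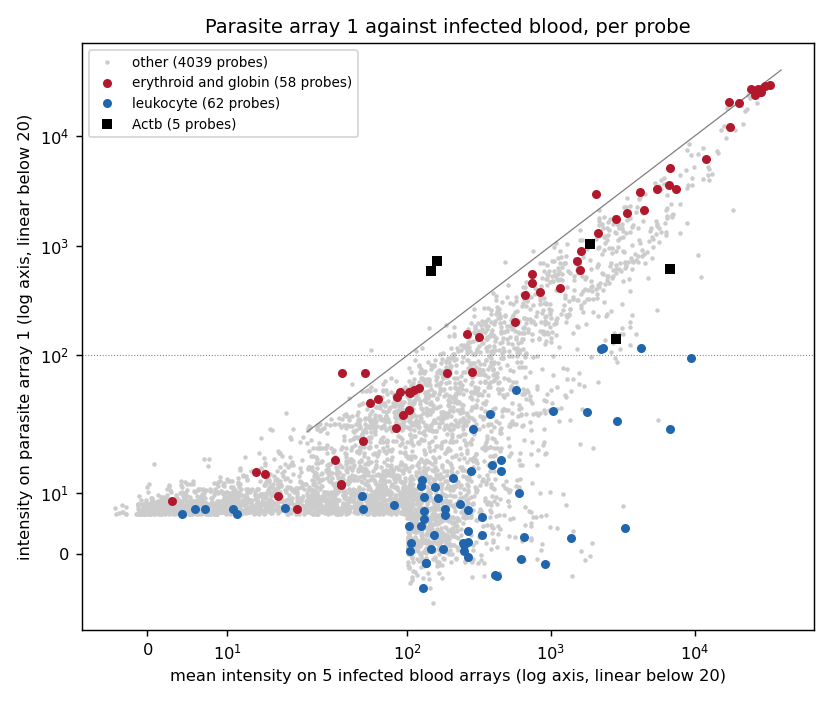
Intensity of each probe on parasite array 1 against its mean over the 5 infected blood arrays, for probes detected on parasite array 1 or above 100 on average in infected blood (log axes, linear below 20; the diagonal marks equal intensity and the dotted line 100 units). Red points are 58 probes of the erythroid and globin lists, blue points 62 probes of the B cell, T cell, NK cell, neutrophil and monocyte lists, black squares the 5 Actb probes and grey points 4039 other probes; most leukocyte probes lie farther below the diagonal than most erythroid probes.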

We prepared purified *P. chabaudi* AS parasite RNA by passing infected blood through a leukocyte filter, usually removing more than 99% leukocytes, followed by erythrocyte lysis and extensive washes. Globin mRNA removal was also performed as for infected blood samples. 

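After globin mRNA removal the main adult globin probes were still among the brightest on every blood array and on parasite array 1. The Hba-a1 probe, for alpha globin, had an intensity of 33992 ± 1519 (SD, n = 3) in naïve blood, 33561 ± 1804 (SD, n = 5) in infected blood and 29172 on parasite array 1. Hbb-bs, for beta globin, gave 33037 ± 2768 (SD, n = 3), 30767 ± 1430 (SD, n = 5) and 28567, and Hbb-bt gave 33303 ± 1944 (SD, n = 3), 28587 ± 2500 (SD, n = 5) and 25007. Of the 5 tested genes of the globin list, none passed the threshold in either direction with limma after quantile normalisation. None passed when adjusted over the list alone, and 1, Hbb-b2, had an unadjusted p under 0.05. The theta globin gene Hbq1a was not on this list and fell, with a log2 fold change of -2.74 (adjusted p = 0.000959 from limma). The bright Hba-a1, Hbb-bs and Hbb-bt probes lay near the top of the intensity range of every blood array and kept 86.9% to 92.8% of their infected-blood intensity on parasite array 1, whose summed intensity was 2.42 times lower. Quantile normalisation also sets the highest ranks to nearly the same values on all arrays, so that differences of these probes between infected and naïve blood are poorly resolved. Other probes of these genes, chosen after their values were seen, gave a log2 fold change of up to 0.51 among 6 Hbb-bs probes (adjusted p = 0.0214) and from -0.19 to 0.77 among 4 Hbb-bt probes (adjusted p = 0.00937 for the highest, whose intensities of 26820 to 27335 in naïve and 26036 to 28730 in infected blood overlapped). Scaling to the 75th percentile or to the median of probes detected on all 8 arrays adds one constant, 0.25 or 1.10, to the difference of every probe, and calls for Hba-a1 under the former (adjusted p = 0.0279) and for all 3 bright probes under the latter (adjusted p = 0.000143, 0.000193 and 0.000348) include that constant. The dim Hbb-b2 probe had a log2 fold change of -1.27 after quantile normalisation (standard error 0.44, adjusted p = 0.0567) and passed the threshold without normalisation (-2.35, adjusted p = 0.000872), at -1.22 and -1.75 relative to the median of all tested probes, and did so without infected array 2 as well (adjusted p = 0.0449). With 1 array left out, the log2 fold change of Hbb-b2 ran from -1.57 to -0.68 after quantile normalisation. The embryonic Hbb-y probe had -0.19 (standard error 0.17, adjusted p = 0.44); its calls at -0.67 without normalisation and 0.43 scaled to the median (adjusted p = 0.00193 and 0.0232) differ by the constant, and relative to all tested probes it stood at -0.14 and -0.06. On parasite array 2, the bright Hba-a1, Hbb-bs and Hbb-bt probes were at the array's lowest value. The Hbb-bt probe with the highest log2 fold change had 35.8 units there.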

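Infected blood gave fewer detected probes than naïve blood, and parasite array 1 gave the fewest. There were 15286 ± 1148 detected probes (SD, n = 3) in naïve blood, 10609 ± 274 (SD, n = 5) in infected blood, 3744 on parasite array 1 and 12574 on parasite array 2. The difference between infected and naïve blood held in every array (exact permutation test, two-sided, p = 0.0179, the smallest that 56 splits allow). For the parasite arrays against all 8 blood arrays the same exact test gave p = 0.178, and against infected blood p = 0.381. The limit could not describe parasite array 2, whose values formed 2 narrow bands, so that the direction against infected blood turned when parasite array 1 was left out; at a fixed limit of 100 units parasite array 1 had 610 probes and parasite array 2 had 0, against 2030 ± 287 (SD, n = 5) in infected and 4907 ± 1066 (SD, n = 3) in naïve blood.
Ribosomal protein, erythroid and type I interferon-stimulated genes were over-represented among the 2556 genes detected on parasite array 1. Of the 49 cytosolic ribosomal protein genes detected in blood or on that array, 45 were detected on it (91.8%, against 29.6% of the other genes; Fisher's exact test, adjusted p = 1.8e-18). The array detected 30 of 36 erythroid genes (83.3%, adjusted p = 3.5e-10) and 16 of 22 type I interferon-stimulated genes (72.7%, adjusted p = 0.000162) by the same test. Interferon-gamma-inducible genes were over-represented as well (12 of 22, adjusted p = 0.045), but not at 100 units (4 of 15, adjusted p = 0.323). Of 35 genes of proteins conserved between mouse and Plasmodium it detected 27 (77.1%, adjusted p = 5.5e-08), but at 100 units 6 of 29 (20.7%, against 12.4% of the other genes, adjusted p = 0.355), and their median part of infected-blood intensity, 6.65%, was below that of all genes. T cell genes were also over-represented (12 of 20, adjusted p = 0.0177), but of the 12 T cell genes above 100 units on at least 3 blood arrays none was above 100 units on parasite array 1. Of the 21 monocyte and macrophage genes, 2 were detected (adjusted p = 0.0998), and 4 of the 19 platelet genes (adjusted p = 0.624). Parasite array 1 detected 19.0% of all platelet genes on the array and 8.00% of the monocyte and macrophage genes, against 86.7% and 76.8% on average in infected blood. The exact permutation test of these shares uses both parasite arrays, and the detections of parasite array 2 carry no graded signal; it gave p = 0.0476, the smallest that 21 splits allow, for 12 of the 15 lists, ribosomal protein and type I interferon-stimulated genes included, and so sets neither list apart.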

As shown in Fig. 6, the numbers of detectable probes in parasite samples were significantly lower (Fig. 6a), and this hindered the normalisation step. Moreover, the non-normalised expression data of parasite samples showed very different density or cumulative density profiles (Fig. 6b,c). 

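The genes chosen for the highest mean signal on both parasite arrays were bright on parasite array 1 and within the narrow upper band of values on parasite array 2. Other bright genes of blood were dim on parasite array 1, such as the lysozyme genes Lyz1 and Lyz2, chosen after their values were seen, with 21.1 and 4.3 units there against 6683 and 3288 on average in infected blood. Gpx1, for glutathione peroxidase 1, had 27991 units on parasite array 1 and 42.6 on parasite array 2, and the ubiquitin pseudogene Ubb-ps 20000 and 31.1. Rnf10 and Adipor1 had 6848 and 3969 units on parasite array 1 and 39.6 and 40.4 on parasite array 2. Isca1, of iron-sulphur cluster assembly, had 3547 and 49.5. A second Hbb-bt probe, Ypel3, Fam220a, Marchf2 and Tmem256 complete the 10 genes with the highest mean log2 signal among the 1032 probes detected on both arrays, a number close to the 1040 that independent detection gives. Among those probes, the 5 genes with the largest excess over infected blood, Arhgef6, Slc9a3r2, Hspb1, Prox1 and Trank1, had at most 8.5 units on parasite array 1.
The median of log2 intensity over values above 0 was 3.05 ± 0.31 (SD, n = 3) in naïve blood, 2.32 ± 0.07 (SD, n = 5) in infected blood, 1.32 on parasite array 1 and 5.33 on parasite array 2, and the interquartile range was 4.00 ± 0.27, 3.07 ± 0.12, 1.97 and 0.31. Infected and naïve blood differed in both (exact permutation test, two-sided, p = 0.0179 for each). The parasite arrays had a narrower interquartile range than the blood arrays (p = 0.0222, the smallest that 45 splits allow in the exact test), while their medians lay on both sides of those of blood (p = 0.356). With log2(intensity + 50) over all probes, both differences between parasite and blood changed sign, to -0.33 for the median and 0.39 for the interquartile range. On parasite array 2, 32501 probes held the array's lowest value and the other 12780 a median of 40.2. The Kolmogorov-Smirnov distance was 0.938 between the parasite arrays, 0.249 to 0.283 between parasite array 1 and infected blood, 0.781 to 0.818 between parasite array 2 and infected blood, and at most 0.0423 among infected arrays.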

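After quantile normalisation, many interferon-inducible, cytotoxic and neutrophil genes and most cell cycle genes were higher in infected than in naïve blood, and most B cell genes were lower. Of 22 interferon-gamma-inducible genes tested, 17 rose and none fell at an adjusted p under 0.05 from limma (18 rose when adjusted over the list alone). Gbp2, an interferon-induced GTPase, had a log2 fold change of 4.06 (standard error 0.29, adjusted p = 0.00013), and the chemokine gene Cxcl9 one of 1.80 (standard error 0.19, adjusted p = 0.0006), with a signal above background on 1 of 3 naïve and all 5 infected arrays. Of 22 type I interferon-stimulated genes, 11 rose and none fell (11 when adjusted over the list alone), led by the nucleic acid sensor Zbp1, at 3.61 (standard error 0.17, adjusted p = 2.5e-05), and by Oasl2, at 3.03 (adjusted p = 0.00101). Gbp2, Zbp1 and Oasl2 were brightest on infected arrays 2 and 3; before normalisation Oasl2 had 4132 and 3284 units there and 549 on infected array 1, within the range of 417 to 654 of the naïve arrays. Of 19 neutrophil genes, 12 rose and none fell (14 rose when adjusted over the list alone), among them Lcn2, for a siderophore-binding protein, at 3.16 (standard error 0.53, adjusted p = 0.00401) and the chitinase-like gene Chil3 at 2.87 (adjusted p = 0.00643). Both were brightest on infected array 4, at 1375 and 1665 units against at most 879 and 525 on the other infected arrays, and had 2.88 and 2.47 without it. Of 17 NK cell and cytotoxic genes, 11 rose and none fell (14 rose when adjusted over the list alone), with Gzmk at 2.99 (standard error 0.16, adjusted p = 2.5e-05) and Ccl5 at 2.68 (standard error 0.14, adjusted p = 2.5e-05). Of 23 cell cycle genes, 20 rose and none fell (20 when adjusted over the list alone), with the chromatin protein gene Hmgb2 at 1.61 and the mitotic gene Birc5 at 1.40. Of 18 B cell genes, 13 fell and none rose (15 fell when adjusted over the list alone). Cxcr5, the receptor that guides B cells to follicles, fell by 1.79 (standard error 0.14, adjusted p = 0.000179) and Fcer2a, the low-affinity IgE receptor CD23, fell by 1.47 on the log2 scale.
The other genes among the 10 largest rises were the elongation factor gene Mllt3 (log2 fold change 3.17, of whose 3 probes 1 was lower in infected blood), the histone gene H2ac15 (2.93) and the chitinase-like gene Chil4 (2.73, and 2.29 without infected array 4), which before normalisation had 1430 units on infected array 4 and, on infected array 5, 137, below the 153 of naïve array 3. The largest falls were in Retnla, made by alternatively activated macrophages (-3.95, standard error 0.32, adjusted p = 0.000232), the theta globin gene Hbq1a (-2.74), the endothelin receptor gene Ednrb (-2.66), transferrin, Trf (-2.54), fibronectin, Fn1 (-2.48), Diras2 (-2.20), the chemokine gene Cxcl13, properdin, Cfp (-2.12), the Fc receptor-like gene Fcrls, and Cnot4 (-2.01). Where several probes of a falling gene were tested, all fell, but the weakest had -0.37 for Ednrb, -0.23 for Fn1, -0.53 for Fcrls and -0.20 for Cnot4. For Diras2 the weakest had -1.86. Among the rises, the weakest probe had 0.72 for Zbp1, against 2.87 for Gbp2, 2.50 for Oasl2 and 1.88 for Chil3. Without naïve array 3 the calls of Chil4 (adjusted p = 0.0526) and Cfp (adjusted p = 0.0543) were lost. Cxcl13 and Fcrls were not well above background on any infected array, and were at least 3.67-fold and 3.46-fold lower there, which sets the mean of the naïve arrays against the detection limit. Beside these falls, of 17 marker genes of body-cavity macrophages, listed after some had been seen, 10, 11 and 14 exceeded 100 units on naïve arrays 1, 2 and 3 and 2 to 5 on infected arrays. The club cell gene Scgb1a1 of the lung, chosen after its values were seen, had intensities of 795 and 965 on naïve arrays 2 and 3, 0.1 on naïve array 1 and at most 11.3 in infected blood.
On the first principal component, with 48.1% of the variance, naïve arrays had scores of -33.2 ± 4.9 (SD, n = 3) and infected arrays 19.9 ± 2.5 (SD, n = 5; exact permutation test, two-sided, p = 0.0179, the smallest that 56 splits allow). PC2, with 19.4%, set infected arrays 2 and 3 (27.5 and 20.7) apart from infected arrays 1, 4 and 5 (-22.8, -16.1 and -9.13). Of 14202 probes, 1696 were higher and 2279 lower in infected blood. All 5 infected arrays lay on one side of all 3 naïve arrays for 35.6% of the probes, where chance gives 3.57%. Gene lists were tested with limma's camera at a preset correlation of 0.01, and adjusted p was 7.2e-10 for interferon-gamma-inducible, 3.3e-05 for type I interferon-stimulated, 5.5e-08 for neutrophil, 6.4e-09 for NK cell and cytotoxic, 1.0e-13 for cell cycle and 9.5e-08 for B cell genes. With an estimated correlation the call held for cell cycle genes (adjusted p = 0.0115) and was lost for the other lists named here, at adjusted p = 0.121 for both interferon lists and NK cell and cytotoxic genes, and adjusted p = 0.187 for neutrophil and B cell genes. The division into higher and lower depended on the scaling, with 146 higher and 10555 lower probes without normalisation (median log2 fold change -0.61), 1157 and 7684 after scaling to the 75th percentile (-0.35), and 8589 and 1949 after scaling to the median of probes detected on all 8 arrays (0.49), where both interferon lists also missed the threshold (adjusted p = 0.212 for type I and 0.0791 for interferon-gamma). The total of 3975 probes was 2129, 2139 or 1462 without naïve array 1, 2 or 3, 207 without naïve arrays 2 and 3, 3818 with chip as a block, 687 within chip 1 and 686 within chip 2, which holds 1 naïve array.

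**Figure D2:**
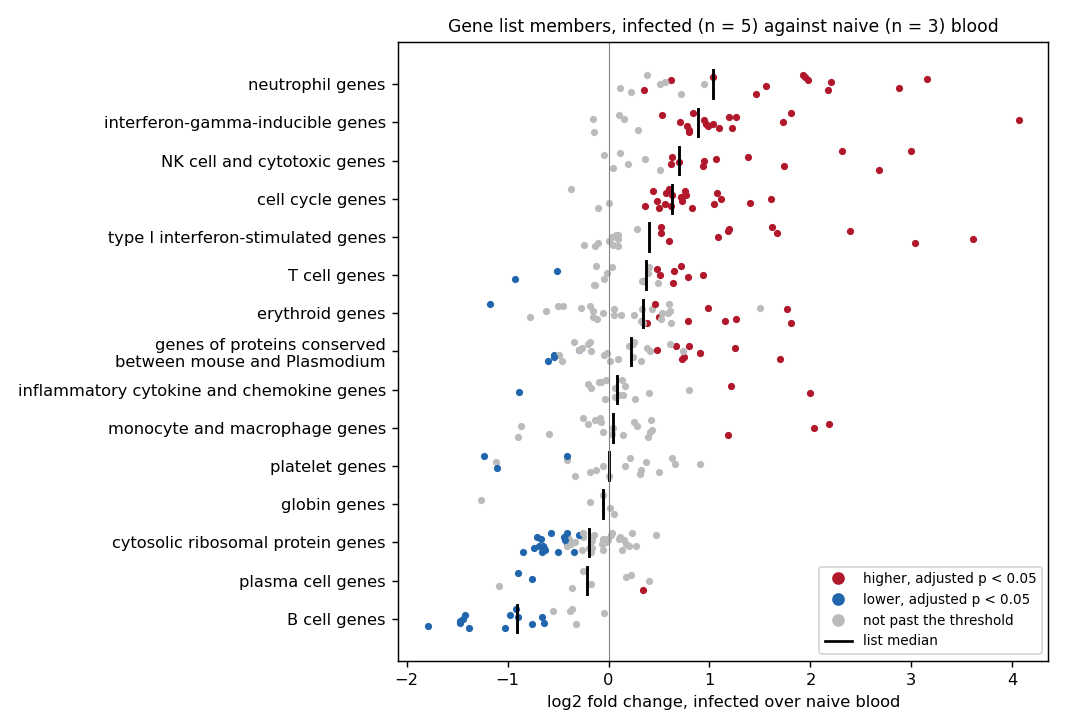
Log2 fold change of infected (n = 5) over naïve blood (n = 3) for each tested member of the 15 gene lists, with 1 point per gene on quantile normalised log2(intensity + 50). Red and blue points are genes higher and lower at an adjusted p under 0.05, grey points are other genes and black bars are list medians, which run from -0.90 for B cell genes to 1.04 for neutrophil genes; without normalisation the median of all tested probes was -0.61, so that positions relative to 0 depend on the scaling.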

After removing parasite data from the dataset, the subsequent analyses can be easily performed and it was clear that the infected blood collected at 8 dpi significantly differed from naïve blood (Fig. 6d), validating our previous finding.

**Fig. 6:**
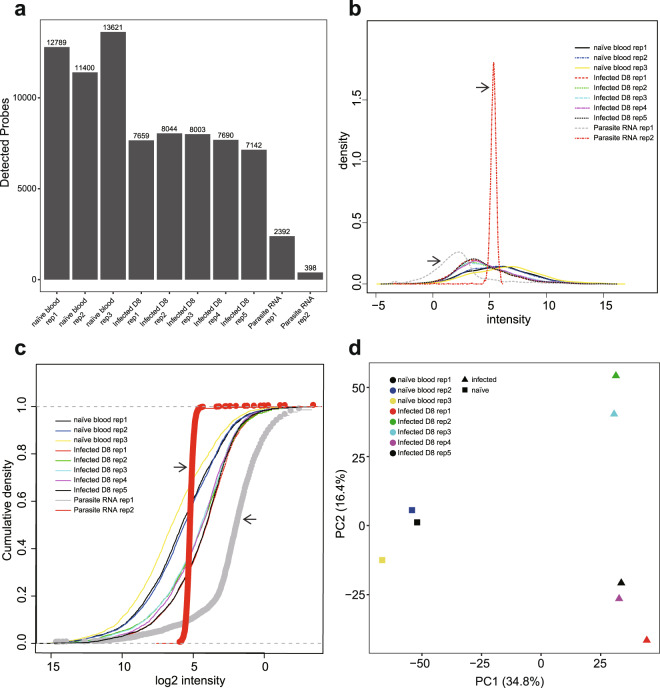
Validation of parasite RNA does not affect BeadChip gene expression results. (**a**) Bar chart showing the number of probes detected in each sample. (**b**) Density plot of non-normalised expression data showing the signal density distribution. (**c**) Cumulative distribution function plot of non-normalised expression data of each sample. Arrowheads indicate parasite samples. (**d**) PCA plot of normalised expression data from infected and naïve blood samples after excluding parasite samples. This dataset was submitted to GEO (GSE145634).

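Probes that parasite array 1 detected were slightly higher in infected than in naïve blood, relative to the other probes, after quantile normalisation. Of the 3388 tested probes detected on parasite array 1, 885 rose and 410 fell, and their median log2 fold change was 0.15 against -0.08 for the other tested probes (limma's camera, adjusted p = 1.7e-08 over the 4 sets tested, and adjusted p = 0.00969 with an estimated correlation). Without the erythroid and globin genes the median was 0.14 (3331 probes). The median of the 3388 probes minus that of the other probes was 0.23 after quantile normalisation and -0.41 without normalisation. Without normalisation 75 of the 3388 rose and 2275 fell, as most tested probes did there, and camera gave adjusted p = 0.18. After scaling to the median of detected probes camera gave adjusted p = 2.7e-09, in the downward direction. For the 924 tested probes detected on both parasite arrays, the set chosen beforehand, the median was 0.12 against -0.05 (238 rose and 120 fell, adjusted p = 8.6e-05, and adjusted p = 0.0318 with an estimated correlation), and for the 3963 detected on parasite array 2 it was -0.05 against -0.05 (adjusted p = 0.903). Of the 610 probes above 100 units on parasite array 1, all 610 were also detected on at least 3 blood arrays, and 3 were brighter than on every blood array. These 3, named because they are few, were 2 of the 5 probes for beta actin, Actb, and the probe for Ctcfl. The Actb probes had 591 and 718 units on parasite array 1, against 145 ± 42.0 and 160 ± 45.5 (SD, n = 5) in infected and 153 ± 81.1 and 178 ± 101 (SD, n = 3) in naïve blood. Ctcfl had 112 units there and at most 70.7 in blood.
The direction of the shift depended on the scaling: the median of the 924 probes minus that of the other probes was 0.18 after quantile normalisation and -0.41 without normalisation. Scaling to the 75th percentile or to the median of detected probes adds one constant to every probe and so leaves this shift as it is. Camera's adjusted p for it was 0.513 without normalisation, where the direction of the test was upward, 0.911 with the former scaling and 2.3e-07 with the latter. With only the probes detected on all 8 blood arrays the shift was 0.09 and its call was lost (adjusted p = 0.0824). Under that filter the set of parasite array 1, with 2880 probes, kept its call at a shift of 0.16 (adjusted p = 0.00176 by camera). In the other fits of the set detected on both parasite arrays with the preset correlation, the shift was upward at adjusted p between 2.5e-05 and 0.000333. These include the fits without 1 array. The paper states that the parasite samples had fewer detectable probes, which hindered normalisation, and other density profiles, and that infected blood differed from naïve blood once the parasite data were removed, which it relates to its earlier finding. That parasite RNA does not affect the gene expression results is stated in the heading of that part and in the title of Fig. 6.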

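Among the remaining gene lists, some T cell and erythroid genes were higher and some ribosomal protein genes lower in infected blood after quantile normalisation, and most members of the erythroid and ribosomal lists did not pass the threshold. Without normalisation the shifts of the T cell list (0.42 after quantile normalisation) and of the conserved protein list (0.27) turned to -0.12 and -0.38. The shifts of the monocyte and macrophage (0.10), platelet (0.05) and globin (-0.002) lists, which camera did not call in either setting, also changed sign there, to -0.20, -0.59 and 0.48. With 1 array left out these shifts took both signs after quantile normalisation as well. They ran from -0.010 to 0.27, from -0.15 to 0.34 and from -0.017 to 0.017. Of 20 T cell genes, 8 rose and 2 fell (12 and 2 when adjusted over the list alone; adjusted p = 0.0115 by camera, and adjusted p = 0.353 with an estimated correlation). Thy1 had a log2 fold change of 0.94 (standard error 0.22, adjusted p = 0.0138 from limma) and Cd8b1 0.78, while Il7r, the receptor of naïve and memory T cells, fell by 0.92 (adjusted p = 0.000967) and the homing receptor Ccr7 fell by 0.51. Without normalisation, Thy1 and Cd8b1 lay close to the median of all tested probes, at 0.07 and -0.07 relative to it, against 0.99 and 0.83 after quantile normalisation. Of 35 erythroid genes, 9 rose and 1 fell, in the same numbers when adjusted over the list alone (adjusted p = 0.00892 by camera, and adjusted p = 0.696 with an estimated correlation). The haem synthesis gene Urod had 1.81 (standard error 0.41, adjusted p = 0.0127), the Rh-associated glycoprotein gene Rhag 1.76, and the mitochondrial iron importer Slc25a37 fell by 1.17. Of 49 cytosolic ribosomal protein genes, 17 fell and none rose (18 fell and 1 rose when adjusted over the list alone; adjusted p = 0.00218 by camera, and adjusted p = 0.477 with an estimated correlation), with Rps3a1 at -0.85 and Rplp1 at -0.74. The shift of that list was -0.14 after quantile normalisation and -0.93 without normalisation (adjusted p = 0.000462), the same as after scaling to the 75th percentile (adjusted p = 0.000166) or to the median of detected probes (adjusted p = 4.6e-12). With 1 array left out, the shift ran from -0.25 to -0.10 after quantile normalisation. Of 34 genes of proteins conserved between mouse and Plasmodium, 8 rose and 4 fell (11 and 7 when adjusted over the list alone; adjusted p = 0.0415 by camera, and adjusted p = 0.461 with an estimated correlation). In that list the tubulin gene Tubb4b rose by 1.70 and the aldolase gene Aldoa by 1.25, and the histone gene H3f3b fell by 0.60 and the chaperone gene Hspa9 by 0.54. Aldoa had a log2 fold change of -0.14 without normalisation (adjusted p = 0.657 from limma). Relative to the median of all tested probes, Tubb4b and Aldoa went from 1.75 and 1.30 to 0.89 and 0.47 without normalisation. H3f3b and Hspa9 went from -0.56 and -0.49 to -1.43 and -1.38. Calls were lost without naïve array 3 for Thy1, Cd8b1, Urod, Slc25a37, Aldoa and Hspa9, without naïve array 1 for Thy1, Cd8b1 and Slc25a37, without naïve array 2 for Cd8b1, Slc25a37 and Hspa9, without infected array 5 for Slc25a37 and without infected array 3 for Hspa9 (highest adjusted p = 0.0583 for Thy1, 0.0905 for Cd8b1, 0.0664 for Urod, 0.0967 for Slc25a37, 0.0518 for Aldoa and 0.142 for Hspa9).
Of 21 monocyte and macrophage genes, 3 rose and none fell (3 when adjusted over the list alone), including the Fc receptor Fcgr4 at 2.19 and Ms4a6d at 2.03. Of 18 inflammatory cytokine and chemokine genes, 2 rose and 1 fell, also when adjusted over the list alone: the chemokine genes Ccl4 (2.00) and Ccl3 (1.21) were higher and Ltb (-0.89) was lower. Of 19 platelet genes, none rose and 3 fell (3 when adjusted over the list alone), with Gng11 at -1.24 and Nrgn at -1.10, and the list's median and its test differed in sign. Of 10 plasma cell genes, 1 rose and 2 fell (2 and 3 when adjusted over the list alone). These were Cd28 at 0.35 (without normalisation 0.04 relative to all tested probes), also a T cell gene, Pou2af1 at -0.90 and Irf4 at -0.75. Calls were lost without naïve array 3 for Fcgr4, Nrgn, Cd28, Pou2af1 and Irf4, without naïve array 2 for Fcgr4, Cd28 and Pou2af1, and without naïve array 1 or infected array 5 for Nrgn (highest adjusted p = 0.0631 for Fcgr4, 0.104 for Nrgn, 0.0957 for Cd28, 0.0628 for Pou2af1 and 0.0548 for Irf4).
By camera the monocyte and macrophage and the cytokine lists (adjusted p = 0.144 for both), plasma cell and globin lists (0.723 for both) and the platelet list (0.951) did not pass, and for the globin list the ranks of its brightest probes limit the test. The erythroid shift of 0.39 fell to 0.04, close to 0, without normalisation. Its adjusted p was 2.5e-05 there and 0.0069 after scaling to the 75th percentile, and the call was lost after scaling to the median of probes detected on all 8 arrays (0.714), where the direction of the test turned. Calls were also lost for the erythroid list without infected array 2 (adjusted p = 0.0654) and for the conserved protein list without naïve array 2 (adjusted p = 0.0816) or infected array 4 (adjusted p = 0.0637). Erythroid genes also differed among infected arrays: the median deviation of the 35 genes from their means was 0.61 and 0.41 on infected arrays 2 and 3, and -0.34, -0.06 and -0.10 on infected arrays 1, 4 and 5, on the log2 scale.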

## Usage Notes

One major advantage of this study is that we collected both the blood and spleen simultaneously from the same mouse (GEO accession numbers of blood or spleen samples that were derived from the same mouse were provided in Tables 1 and 2) throughout the acute phase of blood stage infection, from as early as day 2 post infection when the infection rate was below microscopic detection, till day 12 post infection when the parasite load was controlled. Moreover, the samples were collected at 2-day intervals to allow a more detailed analysis of the time-dependent transcriptional changes. It is hoped that this will facilitate the users to investigate in detail the interaction between the blood and the spleen. It would also provide some answers to the question of whether some of the responses in the blood happen before or after the spleen responses, for example using time series modelling. And importantly, we collected samples from both the virulent PcCB and the avirulent PcAS infections. It would be of high interest to investigate whether the interaction between blood and spleen differ in these two infections.

## Data Availability

R scripts for raw data reading, normalisation, QC, and plotting were available at https://github.com/LuChenLab/Rscript_for_BeadChip.git.

## Online-only Tables

**Online-only Table 1:** Batch information, RNA quality and concentration and related GEO accession numbers for PcAS blood (GSE93631^19^).

Series GSE93631	PRJNA361313		Caliper LabChip		Nanodrop						
GEO accession ID	Sample Name in GEO	BeadChip No.	RQS	rRNA 28 s/18 s	[ng/ul]	260/280	260/230	RNA isolation batch	Globin mRNA reduction	cRNA preparation	BeadChip hybridasation
GSM2459164	AS_naive_D0 rep 1	8762536135_E	9	2.85	147.7	2.1	2.25	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459165	AS_naive_D0 rep 2	8762536084_A	8.2	2.27	164.28	2.12	2.24	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459166	AS_naive_D0 rep 3	8762536052_F	8.3	2.33	244.74	2.1	2.24	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459167	AS_naive_D12 rep 1	8762536072_E	8.2	2.18	325.34	2.1	2.22	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459168	AS_naive_D12 rep 2	8784170061_E	8	2.03	372.4	2.08	2.23	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459169	AS_naive_D12 rep 3	8784170059_F	8.3	2.13	305.17	2.1	2.17	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459170	AS_D2 rep 1	8762536072_F	8.7	2.58	210.18	2.13	2.2	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459171	AS_D2 rep 2	8762536084_B	7.6	2.62	343.31	2.09	2.21	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459172	AS_D2 rep 3	8762536135_C	6.9	3.32	269.34	2.1	2.28	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459173	AS_D2 rep 4	8784170059_C	7.5	2.8	504.89	2.17	2.27	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459174	AS_D4 rep 1	8762536052_B	7.9	1.9	314.44	2.12	2.26	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459175	AS_D4 rep 2	8762536084_F	7.9	1.91	315.67	2.1	2.26	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459176	AS_D4 rep 3	8784170061_A	7.8	2.06	258.9	2.14	2.27	03/06/2013_Batch1	In one batch	In one batch	In one batch
GSM2459177	AS_D6 rep 1	8762536052_E	7.1	1.97	658.79	2.25	2.38	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459178	AS_D6 rep 2	8762536135_A	6.5	2.24	737.49	2.23	2.38	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459179	AS_D6 rep 3	8784170059_B	7.2	2.54	669.17	2.28	2.41	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459180	AS_D8 rep 1	8762536084_D	7.2	1.15	1112.8	2.18	2.26	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459181	AS_D8 rep 2	8762536135_F	7	1.94	415.4	2.19	2.4	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459182	AS_D8 rep 3	8784170059_E	7.4	3.35	625.92	2.29	2.39	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459183	AS_D10 rep 1	8762536052_C	7.9	0.18	2845.83	2.07	2.16	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459184	AS_D10 rep 2	8762536135_D	7.8	0.21	3054.76	2.07	2.16	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459185	AS_D10 rep 3	8784170061_B	7.7	0.22	3857.18	1.88	1.95	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459186	AS_D12 rep 1	8762536072_C	7.4	0.94	4074.58	1.75	1.82	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459187	AS_D12 rep 2	8762536084_E	7.2	0.97	3442.65	2.02	2.1	03/06/2013_Batch2	In one batch	In one batch	In one batch
GSM2459188	AS_D12 rep 3	8784170061_C	7.9	1.02	3104.6	2.05	2.14	03/06/2013_Batch2	In one batch	In one batch	In one batch

**Online-only Table 2:** Batch information, RNA quality and concentration and related GEO accession numbers for PcCB blood (GSE93631^19^).

Series GSE93631	PRJNA361313		Bioanalyser		Nanodrop							
GEO accession ID	Sample Name in GEO	BeadChip No.	RIN	rRNA 28 s/18 s	[ng/ul]	260/280	260/230	RNA isolation batch	Comments	Globin mRNA reduction	cRNA preparation	BeadChip hybridasation
GSM2459189	CB_naive_D0 rep 1	8762536055_D	9.5	1.9	317.8	2.11	2.2	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459190	CB_naive_D0 rep 2	8762536056_E	9.3	1.7	248.7	2.05	2.2	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459191	CB_naive_D0 rep 3	8762536079_E	9.4	1.6	251.47	2.04	2.22	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459192	CB_naive_D12 rep 1	8762536054_F	9.9	1.9	331.23	2.1	2.2	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459193	CB_naive_D12 rep 2	8762536055_E	9.1	1.6	331.11	2.11	2.27	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459194	CB_naive_D12 rep 3	8762536056_A	9.6	1.9	537.73	2.11	2.21	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459195	CB_D2 rep 1	8762536049_B	9.4	1.8	324.98	2.11	2.29	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459196	CB_D2 rep 2	8762536054_C	9.7	2	334.51	2.13	2.24	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459197	CB_D2 rep 3	8762536055_F	9.4	1.7	285.15	2.13	2.28	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459198	CB_D2 rep 4	8762536079_C	9.2	1.7	210.81	2.12	2.22	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459199	CB_D4 rep 1	8762536049_F	9.6	2.4	437.07	2.11	2.25	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459200	CB_D4 rep 2	8762536054_D	9.5	2.5	237.53	2.1	2.23	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459201	CB_D4 rep 3	8762536056_B	10	2.1	295.06	2.08	2.15	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459202	CB_D4 rep 4	8762536078_A	10	2.1	245.02	2.08	2.25	16/10/2013_Batch1		In one batch	In one batch	In one batch
GSM2459203	CB_D6 rep 1	8762536055_A	N/A	0.9	819.77	2.26	2.55	16/10/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459204	CB_D6 rep 2	8762536056_F	N/A	1.3	821.73	2.31	2.59	16/10/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459205	CB_D6 rep 3	8762536079_A	N/A	1.7	427.12	2.17	2.42	16/10/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459206	CB_D6 rep 4	8762536097_B	N/A	0.6	713.05	2.29	2.58	16/10/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459207	CB_D8 rep 1	8762536049_D	N/A	1.6	1512.02	2.2	2.56	16/10/2013_Batch3	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459208	CB_D8 rep 2	8762536054_E	N/A	1.2	635.79	2.34	2.6	16/10/2013_Batch3	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459209	CB_D8 rep 3	8762536078_D	N/A	1.1	927.2	2.22	2.59	16/10/2013_Batch3	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459210	CB_D8 rep 4	8762536097_F	N/A	1.4	1145.57	2.25	2.56	16/10/2013_Batch3	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM2459211	CB_D10 rep 1	8762536049_C	10	2.1	1004.02	2.13	2.18	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459212	CB_D10 rep 2	8762536056_C	10	2	1969.42	2.1	2.22	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459213	CB_D10 rep 3	8762536078_B	10	2.1	3733.01	1.93	1.98	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459214	CB_D10 rep 4	8762536079_D	10	2.1	2197.77	2.09	2.18	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459215	CB_D12 rep 1	8762536049_E	9.9	1.8	4052.15	1.77	1.84	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459216	CB_D12 rep 2	8762536078_C	9.8	1.4	4284.33	1.52	1.56	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459217	CB_D12 rep 3	8762536079_B	9.9	1.9	2436.88	2.09	2.21	16/10/2013_Batch3		In one batch	In one batch	In one batch
GSM2459218	CB_D9 rep 1	8762536055_B	10	2.5	825.61	2.11	2.26	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459219	CB_D9 rep 2	8762536097_D	10	2.1	1264.37	2.1	2.22	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459220	CB_D9 rep 3	8762536078_F	10	2.3	675.76	2.12	2.25	16/10/2013_Batch2		In one batch	In one batch	In one batch
GSM2459221	CB_D9 rep 4	8762536054_A	10	2.4	416.6	2.1	2.24	16/10/2013_Batch2		In one batch	In one batch	In one batch

**Online-only Table 3:** Batch information, RNA quality and concentration and related GEO accession numbers for PcAS spleen (GSE123391^20^).

Series GSE123391	PRJNA508619		Caliper LabChip		Nanodrop					
GEO accession ID	Sample Name in GEO	BeadChip No.	RQS	rRNA 28 s/18 s	[ng/ul]	260/280	260/230	RNA isolation batch	cRNA preparation	BeadChip hybridasation
GSM3502544	AS-naive-day0-rep1	9440690022_B	7.6	2.66	678.78	2.07	2.31	31/05/2013_batch1	In one batch	In one batch
GSM3502545	AS-naive-day0-rep2	9440690030_C	8.2	2.79	530.39	2.08	2.32	31/05/2013_batch1	In one batch	In one batch
GSM3502546	AS-naive-day0-rep3	9440690035_B	8.6	2.13	605.41	2.09	2.32	31/05/2013_batch1	In one batch	In one batch
GSM3502568	AS-naive-day12-rep1	9440690030_F	8.7	2.35	647.28	2.11	2.31	31/05/2013_batch1	In one batch	In one batch
GSM3502569	AS-naive-day12-rep2	9440690037_C	8.4	2.34	703.11	2.13	2.31	31/05/2013_batch1	In one batch	In one batch
GSM3502570	AS-naive-day12-rep3	9440690042_A	8.4	2.4	677.79	2.13	2.33	31/05/2013_batch1	In one batch	In one batch
GSM3502547	AS-infected-day2-rep1	9440690022_C	8.4	3.93	593.21	2.15	2.32	31/05/2013_batch1	In one batch	In one batch
GSM3502548	AS-infected-day2-rep2	9440690035_A	8.1	3.4	523.12	2.15	2.31	31/05/2013_batch1	In one batch	In one batch
GSM3502549	AS-infected-day2-rep3	9440690037_D	7.1	4.38	794.01	2.11	2.31	31/05/2013_batch1	In one batch	In one batch
GSM3502550	AS-infected-day2-rep4	9440690042_C	8.4	2.33	579.89	2.11	2.34	31/05/2013_batch1	In one batch	In one batch
GSM3502551	AS-infected-day4-rep1	9440690022_D	7.2	3.89	854.39	2.11	2.31	31/05/2013_batch2	In one batch	In one batch
GSM3502552	AS-infected-day4-rep2	9440690030_A	8.5	3.13	711.79	2.09	2.31	31/05/2013_batch2	In one batch	In one batch
GSM3502553	AS-infected-day4-rep3	9440690037_E	8.2	3.36	1042.2	2.1	2.31	31/05/2013_batch2	In one batch	In one batch
GSM3502554	AS-infected-day4-rep4	9440690042_B	8.8	2.66	970.62	2.1	2.31	31/05/2013_batch2	In one batch	In one batch
GSM3502555	AS-infected-day6-rep1	9440690022_E	6.9	4.47	1283.88	2.11	2.29	31/05/2013_batch2	In one batch	In one batch
GSM3502556	AS-infected-day6-rep2	9440690035_C	7.4	2.46	1766.58	2.11	2.28	31/05/2013_batch2	In one batch	In one batch
GSM3502557	AS-infected-day6-rep3	9440690042_D	7.9	2.39	2096.84	2.1	2.27	31/05/2013_batch2	In one batch	In one batch
GSM3502558	AS-infected-day6-rep4	9440690037_A	8.2	2.57	2006.02	2.1	2.25	31/05/2013_batch2	In one batch	In one batch
GSM3502559	AS-infected-day8-rep1	9440690022_F	7.7	0.98	2670.24	2.07	2.2	31/05/2013_batch2	In one batch	In one batch
GSM3502560	AS-infected-day8-rep3	9440690030_B	7.8	0.94	2911.04	2.05	2.18	31/05/2013_batch2	In one batch	In one batch
GSM3502561	AS-infected-day8-rep4	9440690035_D	7.8	1.32	2911.33	2.04	2.17	31/05/2013_batch2	In one batch	In one batch
GSM3502562	AS-infected-day10-rep1	9440690035_E	7.8	1.29	3279.66	2.01	2.11	31/05/2013_batch2	In one batch	In one batch
GSM3502563	AS-infected-day10-rep2	9440690030_D	7.7	1.3	3418.2	1.98	2.08	31/05/2013_batch2	In one batch	In one batch
GSM3502564	AS-infected-day10-rep3	9440690037_F	7.8	1.27	3034.67	2.03	2.13	31/05/2013_batch2	In one batch	In one batch
GSM3502565	AS-infected-day12-rep2	9440690030_E	8.5	2.33	2993.75	2.04	2.17	31/05/2013_batch3	In one batch	In one batch
GSM3502566	AS-infected-day12-rep3	9440690035_F	8.4	2.21	1799.39	2.09	2.25	31/05/2013_batch3	In one batch	In one batch
GSM3502567	AS-infected-day12-rep4	9440690037_B	8.6	2.17	2257.28	2.07	2.23	31/05/2013_batch3	In one batch	In one batch

**Online-only Table 4:** Batch information, RNA quality and concentration and related GEO accession numbers for PcCB spleen (GSE145781^21^).

Series GSE145781	PRJNA608201		Caliper LabChip		Nanodrop					
GEO accession ID	Sample Name in GEO	BeadChip No.	RIN	rRNA 28 s/18 s	[ng/ul]	260/280	260/230	RNA isolation batch	cRNA preparation	BeadChip hybridasation
GSM4332890	Spleen, CB-Naïve-D0.rep1	9440690042_E	8.0	10.69	481.54	2.15	2.19	06/12/2013_Batch2	In one batch	In one batch
GSM4332891	Spleen, CB-Naïve-D0.rep2	9440690065_D	7.7	13.97	503.42	2.19	2.24	06/12/2013_Batch2	In one batch	In one batch
GSM4332892	Spleen, CB-naïve-D0.rep3	9440690046_F	9.3	10.02	390.79	2.15	2.23	06/12/2013_Batch2	In one batch	In one batch
GSM4332893	Spleen, CB-Naïve-D12.rep1	9440690056_F	7.6	1.46	516.78	2.19	2.28	06/12/2013_Batch2	In one batch	In one batch
GSM4332894	Spleen, CB-Naïve-D12.rep2	9440690059_B	7.4	2.16	501.91	2.17	2.19	06/12/2013_Batch2	In one batch	In one batch
GSM4332895	Spleen, CB-Naïve-D12.rep3	9440690061_A	8.1	3.47	890.14	2.19	2.26	06/12/2013_Batch2	In one batch	In one batch
GSM4332896	Spleen, CB-D2.rep1	9440690056_B	8.5	3.48	504.5	2.14	2.25	06/12/2013_Batch1	In one batch	In one batch
GSM4332897	Spleen, CB-D2.rep2	9440690046_A	8.2	2.29	575.9	2.16	2.24	06/12/2013_Batch1	In one batch	In one batch
GSM4332898	Spleen, CB-D2.rep3	9440690061_F	8.0	3.04	527.61	2.14	2.23	06/12/2013_Batch1	In one batch	In one batch
GSM4332899	Spleen, CB-D2.rep4	9440690059_C	8.1	2.24	633.96	2.17	2.25	06/12/2013_Batch1	In one batch	In one batch
GSM4332900	Spleen, CB-D4.rep1	9440690046_B	8.0	2.29	1481.51	2.15	2.28	06/12/2013_Batch1	In one batch	In one batch
GSM4332901	Spleen, CB-D4.rep2	9440690061_C	7.1	3.93	1171.25	2.14	1.84	06/12/2013_Batch1	In one batch	In one batch
GSM4332902	Spleen, CB-D4.rep3	9440690056_E	7.9	3.29	840.35	2.17	2.24	06/12/2013_Batch1	In one batch	In one batch
GSM4332903	Spleen, CB-D4.rep4	9440690065_F	7.7	2.14	1617.19	2.15	2.27	06/12/2013_Batch1	In one batch	In one batch
GSM4332904	Spleen, CB-D6.rep1	9440690046_C	8.9	8.89	1627.51	2.14	2.22	06/12/2013_Batch1	In one batch	In one batch
GSM4332905	Spleen, CB-D6.rep2	9440690042_F	7.4	9.01	2846.56	2.13	2.23	06/12/2013_Batch1	In one batch	In one batch
GSM4332906	Spleen, CB-D6.rep3	9440690056_A	8.0	4.39	1475.99	2.16	2.25	06/12/2013_Batch1	In one batch	In one batch
GSM4332907	Spleen, CB-D6.rep4	9440690061_B	7.7	2.73	2511.74	2.14	2.23	06/12/2013_Batch1	In one batch	In one batch
GSM4332908	Spleen, CB-D8.rep1	9440690056_C	7.6	3.14	2476.91	2.15	2.22	06/12/2013_Batch1	In one batch	In one batch
GSM4332909	Spleen, CB-D8.rep2	9440690065_A	8.4	3.42	3756.04	2.03	2.13	06/12/2013_Batch1	In one batch	In one batch
GSM4332910	Spleen, CB-D8.rep3	9440690061_E	8.2	3.38	1248.69	2.15	2.22	06/12/2013_Batch1	In one batch	In one batch
GSM4332911	Spleen, CB-D8.rep4	9440690059_D	8.2	3.22	2456.41	2.16	2.24	06/12/2013_Batch1	In one batch	In one batch
GSM4332912	Spleen, CB-D9.rep1	9440690065_C	8.1	2.72	1057.83	2.16	2.22	06/12/2013_Batch2	In one batch	In one batch
GSM4332913	Spleen, CB-D9.rep2	9440690059_E	7.9	2.26	3901.31	2	2.11	06/12/2013_Batch2	In one batch	In one batch
GSM4332914	Spleen, CB-D9.rep3	9440690061_D	8.0	2.19	2278.08	2.15	2.24	06/12/2013_Batch2	In one batch	In one batch
GSM4332915	Spleen, CB-D10.rep1	9440690065_E	8.6	2.86	1628.2	2.17	2.25	06/12/2013_Batch1	In one batch	In one batch
GSM4332916	Spleen, CB-D10.rep2	9440690056_D	8.4	2.51	1162.55	2.17	2.24	06/12/2013_Batch1	In one batch	In one batch
GSM4332917	Spleen, CB-D10.rep3	9440690046_E	8.5	2.27	2509.68	2.15	2.23	06/12/2013_Batch1	In one batch	In one batch
GSM4332918	Spleen, CB-D10.rep4	9440690059_A	8.7	2.54	1224.36	2.18	2.24	06/12/2013_Batch1	In one batch	In one batch
GSM4332919	Spleen, CB-D12.rep1	9440690059_F	8.6	2.62	1172.01	2.17	2.26	06/12/2013_Batch2	In one batch	In one batch
GSM4332920	Spleen, CB-D12.rep2	9440690046_D	8.3	2.4	909.93	2.19	2.25	06/12/2013_Batch2	In one batch	In one batch
GSM4332921	Spleen, CB-D12.rep3	9440690065_B	8.6	2.62	1047.02	2.18	2.26	06/12/2013_Batch2	In one batch	In one batch

**Online-only Table 5:** Batch information, RNA quality and concentration and related GEO accession numbers for parasite RNA (GSE145634^22^).

Series GSE145634	PRJNA607775		Bioanalyser		Nanodrop							
GEO accession ID	Sample Name in GEO	BeadChip No.	RIN	rRNA 28 s/18 s	[ng/ul]	260/280	260/230	RNA isolation batch	Comments	Globin mRNA reduction	cRNA preparation	BeadChip hybridasation
GSM4322547	naïve blood rep1	8697771087_A	9	2.85	147.7	2.1	2.25	03/06/2013_Batch1		In one batch	In one batch	In one batch
GSM4322548	Infected D8 rep1	8697771087_B	7	1.94	415.4	2.19	2.4	03/06/2013_Batch2		In one batch	In one batch	In one batch
GSM4322549	Infected D8 rep2	8697771087_C	7.2	1.15	1112.8	2.18	2.26	03/06/2013_Batch2		In one batch	In one batch	In one batch
GSM4322550	naïve blood rep2	8697771087_D	8.3	2.33	244.74	2.1	2.24	03/06/2013_Batch1		In one batch	In one batch	In one batch
GSM4322551	Infected D8 rep3	8697771087_F	9.1	2.2	1050.82	2.15	2.42	31/07/2013_Batch1		In one batch	In one batch	In one batch
GSM4322552	Infected D8 rep4	8697771096_A	N/A	2.5	667.16	2.22	2.55	31/07/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM4322553	naïve blood rep3	8697771096_B	8.2	2.27	164.28	2.12	2.24	03/06/2013_Batch1		In one batch	In one batch	In one batch
GSM4322554	Parasite RNA rep1	8697771096_C	N/A	1.1	351.09	2.14	2.31	31/07/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch
GSM4322555	Infected D8 rep5	8697771096_D	7.4	3.35	625.92	2.29	2.39	03/06/2013_Batch2		In one batch	In one batch	In one batch
GSM4322556	Parasite RNA rep2	8697771096_E	N/A	0	248.67	2.14	2.54	31/07/2013_Batch1	Parasite rRNA detected	In one batch	In one batch	In one batch

## References

[1] Buffet PA (2011). The pathogenesis of Plasmodium falciparum malaria in humans: insights from splenic physiology. Blood.

[2] Del Portillo HA (2012). The role of the spleen in malaria. Cellular microbiology.

[3] Cunnington AJ, Riley EM, Walther M (2013). Stuck in a rut? Reconsidering the role of parasite sequestration in severe malaria syndromes. Trends Parasitol.

[4] Van den Steen PE (2013). Pathogenesis of malaria-associated acute respiratory distress syndrome. Trends Parasitol.

[5] Deroost K (2013). Hemozoin induces lung inflammation and correlates with malaria-associated acute respiratory distress syndrome. Am J Respir Cell Mol Biol.

[6] Gazzinelli RT, Kalantari P, Fitzgerald KA, Golenbock DT (2014). Innate sensing of malaria parasites. Nat Rev Immunol.

[7] Claser C (2019). Lung endothelial cell antigen cross-presentation to CD8(+)T cells drives malaria-associated lung injury. Nat Commun.

[8] Lin JW (2017). Signatures of malaria-associated pathology revealed by high-resolution whole-blood transcriptomics in a rodent model of malaria. Sci Rep.

[9] Lee, H. J. *et al*. Transcriptomic Studies of Malaria: a Paradigm for Investigation of Systemic Host-Pathogen Interactions. *Microbiol Mol Biol Rev***82** (2018).10.1128/MMBR.00071-17PMC596845729695497

[10] Smith ML, Styczynski MP (2018). Systems Biology-Based Investigation of Host-Plasmodium Interactions. Trends Parasitol.

[11] Rothen J (2018). Whole blood transcriptome changes following controlled human malaria infection in malaria pre-exposed volunteers correlate with parasite prepatent period. PLoS One.

[12] Bediako Y (2019). Repeated clinical malaria episodes are associated with modification of the immune system in children. BMC Med.

[13] Boldt ABW (2019). The blood transcriptome of childhood malaria. EBioMedicine.

[14] Talavera-Lopez C (2019). Comparison of whole blood and spleen transcriptional signatures over the course of an experimental malaria infection. Sci Rep.

[15] Brugat T (2014). Sequestration and histopathology in Plasmodium chabaudi malaria are influenced by the immune response in an organ-specific manner. Cellular microbiology.

[16] Brugat T (2017). Antibody-independent mechanisms regulate the establishment of chronic Plasmodium infection. Nat Microbiol.

[17] Lin JW (2018). Genomic and transcriptomic comparisons of closely related malaria parasites differing in virulence and sequestration pattern. Wellcome Open Res.

[18] Du P, Kibbe WA, Lin S (2008). M. lumi: a pipeline for processing Illumina microarray. Bioinformatics.

[19] Lin J (2017). Gene Expression Omnibus.

[20] Talavera-Lopez C, Lin J, Bediako Y, Langhorne J (2019). Gene Expression Omnibus.

[21] Lin J, Langhorne J (2020). Gene Expression Omnibus.

[22] Lin J, Langhorne J (2020). Gene Expression Omnibus.

How the deposited data were processed for this re-analysis (not part of the article)

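Blood RNA of 3 naïve mice and 5 mice infected with P. chabaudi AS for 8 days, and 2 preparations of purified parasite RNA, were measured on 10 arrays of the Mouse WG-6 v2.0 BeadChip. The authors removed globin mRNA, prepared and hybridised labelled cRNA, and subtracted background in the GenomeStudio software. The deposited values are these intensities for 45281 probes on a linear scale, with values below 0 and no normalisation between arrays. The variance stabilisation and quantile normalisation of the paper were applied after this step and are not in the deposited intensities. Variance stabilisation could not be repeated without bead standard errors. The time-series experiments were not analysed here.

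Arrays were grouped by condition and replicate as given in the sample labels and in Online-only Table 5 of the paper, from which the chip and the RNA isolation batch of each array also came. All 3 naïve samples were isolated in batch 1, infected samples 1, 2 and 5 in batch 2 and the other infected samples and the parasite samples in batch 3. Infected and naïve blood therefore share no isolation batch, and share an isolation day for 3 of the 5 infected samples. A random block for batch cannot separate batch from infection (estimated correlation -0.21). No 2 blood arrays of a group held nearly identical values: at most 1.03% of probes were equal between infected arrays, and correlations within the naïve and infected groups lay between 0.947 and 0.988. The Spearman correlation between the parasite arrays was -0.00668.

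Detection limits were the 99th percentile of the background mirrored about 0, with the 95th percentile, 2.326 times the root mean square of values below 0, and a fixed limit of 100 units as alternatives. Counts of detected probes, medians, interquartile ranges, PC1 scores and shares of gene lists were compared by exact permutation tests, two-sided. Infected and naïve blood were compared on log2(intensity + 50), with a floor of 1 before the logarithm and quantile normalisation, by lmFit and eBayes of limma 3.58.1 in R 4.3.3, for probes detected on at least 3 of the 8 blood arrays, with Benjamini-Hochberg adjustment at 0.05 and no block. Gene lists were tested by camera with a preset inter-gene correlation of 0.01 over 8285 genes, and with the correlation estimated per list. A list's shift is the median log2 fold change of its members minus that of the other genes. Lists among genes detected on a parasite array, by any of their probes, were tested by Fisher's exact test. A gene not well above background on any array of a group has only a bound, computed from the lowest signal among detected probes of each array.

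The 15 lists held 478 entries, of which 418 had a probe. Of the probes with a symbol, 34807 matched the RefSeq gene table of GRCm38.p6 by gene number and no symbol changed. No coordinates are given, since the build of the annotation is not given in the sources used here. The genes named were, by a rule set before the data were examined, the 10 largest rises and 10 largest falls among probes past the threshold whose infected arrays all lay on one side of the naïve arrays and whose symbol was not a clone or predicted name, at most 2 rises and 2 falls per list, the 5 tested genes of the globin list, the 10 genes with the highest mean signal on both parasite arrays and the 5 with the largest excess there over infected blood. The theta globin gene Hbq1a was not on the globin list and is named as a large fall. The alternatives were also chosen before the data were examined, apart from those named as added in the closing section, and so were the tests apart from those named there.

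The fit was tested on simulated data for the comparison of infected with naïve blood, with 14202 probes of which 200 were changed. It recovered 10 of 66 changes of 0.5, 48 of 67 of 1 and 62 of 67 of 2 on the log2 scale, with 6 false calls.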

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

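All tests of explanations in this part were chosen only after the results were seen, and the marker lists of lung, mesenchyme, heart muscle and cavity macrophages were written after some of their genes had been noticed. In 58 groups of 5 infected values, no array stood apart from the others by Dixon's criterion at 0.71, where chance gives 2.9. This does not extend to intensities before normalisation, where infected array 4 had 1430 units for Chil4 against at most 421.5 on the other infected arrays. Gene-level signals on parasite array 1 are not analysed in the paper, and 3 probes above 100 units there exceeded every blood array.

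Some genes listed as markers of tissues other than blood gave signal on naïve arrays, which the paper does not discuss. On naïve arrays 2 and 3, 3 and 4 of 14 lung epithelium genes exceeded 100 units, against 1, Napsa, on naïve array 1 and on every infected array. Scgb1a1 was the brightest of those absent from naïve array 1, and the surfactant genes Sftpc, at 105.6 and 99.2 units on naïve arrays 2 and 3, and Sftpd, at 59.6 and 70.9, were near 0 on naïve array 1 (3.3 and -3.4) and in infected blood (at most -0.7 and 3.9). The surfactant genes Sftpa1 and Sftpb stayed at most at 4.6 and 21.8 units, so lung tissue in these 2 samples may or may not be the source, and the count of 3 leaves it open. Of 12 mesenchyme and mesothelium genes, 1, 3 and 4 exceeded 100 units on naïve arrays 1, 2 and 3 and 0 in infected blood. Heart muscle carried over by the cardiac puncture is argued against by 0 of 9 heart muscle genes above 100 units on any naïve array.

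Cavity macrophage genes were bright in all 3 naïve samples. Of 16 such genes tested, 11 fell in infected blood and 0 rose, and 5 of the 10 largest falls are on this list. Their median level on naïve array 1 was 57.6% of that on naïve arrays 2 and 3, with quartiles of 37.8% and 61.0% over 14 genes, which argues against the lung transcripts of those arrays as the source of the whole set. This leaves it open for the 3 genes under 33.3%, Apoc1 (3.67%), Saa3 (29.3%) and Retnla (30.9%). These percentages depended on naïve array 3. On naïve arrays 1, 2 and 3, Saa3 had 420, 407 and 2456 units and Apoc1 36.6, 90.3 and 1906. Retnla had 846, 2109 and 3358 units. Saa3 was thus no higher on naïve array 2 than on naïve array 1. Whether cells of the body cavities entered the naïve samples or the genes fell in blood cells with infection stays open, and no biological explanation was tested.

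Parasite array 2 held almost no graded signal. The largest Spearman correlation with any other array was 0.00891 in size, across probes, as would be found if no RNA signal was recorded. A preparation free of mouse RNA but measured like the others is argued against by the 71.8% of probes at a single value, where no other array had more than 1.30%. Which step failed, if any did, could not be tested. No biological explanation was tested.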

How the results depend on the processing

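Leaving out naïve arrays 2 and 3 together, the comparison within chip 2, and parasite array 1 alone at 100 units were chosen only after the data were seen. Signal over background limits dim genes, and with 8 blood arrays 71.6% of simulated changes of 1 on the log2 scale were recovered. The PC1 gap kept its call throughout, at 48.8 to 55.8 with 1 array left out. For lists, values are shifts on the log2 scale. Of 53 named genes, 14 changed their call with 1 array left out and 6 reversed, each only without normalisation or under the 75th percentile or median scaling. Those 3 settings differ by one constant for every probe (0.25 and 1.10 against no normalisation), so that they share each list's shift and count as a single alternative for it. Relative to the median of all tested probes, 2 of the 6 changed sign, Cd8b1 (0.83 to -0.07) and Hbb-bt (-0.003 to 0.38). Hbb-b2 gained a call without infected array 2 (adjusted p = 0.0449), and the others lost theirs without naïve array 3 and in part without other arrays, at a highest adjusted p between 0.0518 for Aldoa and 0.142 for Hspa9: these 2, Cd28, Cd8b1, Cfp, Chil4, Fcgr4, Irf4, Nrgn, Pou2af1, Slc25a37, Thy1 and Urod. Calls were lost for 24 named genes with all 10 arrays in one fit, and more without naïve arrays 2 and 3. The replicate block lost 5 and chip 1 alone 16. With infected arrays of only the other or same isolation day, 7 and 4 were lost. In the other settings that kept all 8 blood arrays, at most 4 genes lost their call without reversing. Of the genes that reversed, Thy1 and Cd8b1 also lost theirs with the 75th percentile scaling, and Aldoa without normalisation. Fixed at 100 units, no probe was detected on both parasite arrays, so that set has no value there. Without naïve arrays 2 and 3, and within chip 2, the lone naïve array is assumed to vary like the infected ones. The causes were not tested.

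Under the setting root mean square limit, values gained the call for detected probes, parasite against blood (-6245), detected probes, parasite against infected (-4486). Under the setting fixed limit of 100, values reversed for percentage points on parasite array 1, T cell genes (-12.6) and lost the call for percentage points on parasite array 1, interferon-gamma-inducible genes (14.2), percentage points on parasite array 1, conserved protein genes (8.26) and gained the call for detected probes, parasite against infected (-1725), percentage points on parasite array 1, globin genes (62.6), share detected, parasite minus infected, inflammatory cytokine and chemokine genes (-10.7). Under the setting log2(max(x + 50, 1)) over all probes, values reversed for log2 signal median, parasite against blood (-0.33), log2 signal interquartile range, parasite against blood (0.39). Under the setting offset 16, values lost the call for conserved protein genes (0.32). Under the setting no normalisation between arrays, values moved for probes past the threshold, total (10701), up (146), down (10555) and reversed for T cell genes (-0.12, call lost, adjusted p = 0.288), conserved protein genes (-0.38, call lost, adjusted p = 0.288), probes detected on both parasite arrays (-0.41, call lost, adjusted p = 0.513), Thy1 (-0.54, called in both, adjusted p = 0.0375), Cd8b1 (-0.68, called in both, adjusted p = 0.0317), Cd28 (-0.57, called in both, adjusted p = 0.00602), Aldoa (-0.14, call lost, adjusted p = 0.657) and gained the call for inflammatory cytokine and chemokine genes (0.19). Under the setting scaling to the 75th percentile, values moved for probes past the threshold, total (8841), down (7684) and reversed for T cell genes (-0.12, call lost, adjusted p = 0.341), conserved protein genes (-0.38, call lost, adjusted p = 0.12), probes detected on both parasite arrays (-0.41, call lost, adjusted p = 0.911), Thy1 (-0.29, call lost, adjusted p = 0.163), Cd8b1 (-0.42, call lost, adjusted p = 0.107), Cd28 (-0.32, called in both, adjusted p = 0.0321) and gained the call for inflammatory cytokine and chemokine genes (0.19). Under the setting scaling to the median of probes detected on all blood arrays, values moved for probes past the threshold, total (10538), up (8589) and reversed for T cell genes (-0.12, call lost, adjusted p = 0.646), platelet genes (-0.59, call gained, adjusted p = 0.00515), conserved protein genes (-0.38, called in both, adjusted p = 0.00877), probes detected on both parasite arrays (-0.41, called in both, adjusted p = 2.3e-07), Hbb-bt (0.88, call gained, adjusted p = 0.000348), Hbb-y (0.43, call gained, adjusted p = 0.0232) and kept the sign of the shift while the direction of the test turned for erythroid genes (0.036, call lost, adjusted p = 0.714) and lost the call for type I interferon-stimulated genes (0.40), interferon-gamma-inducible genes (0.36). Under the setting no filter on dim probes, values lost the call for conserved protein genes (0.043). Under the setting only probes detected on all blood arrays, values moved for probes past the threshold, total (2419), down (1168) and lost the call for erythroid genes (0.44), conserved protein genes (0.25), probes detected on both parasite arrays (0.093). Under the setting array weights, values moved for probes past the threshold, up (2580). Under the setting all 10 arrays in one fit, values moved for probes past the threshold, total (911), up (250), down (661) and lost the call for conserved protein genes (0.25), cytosolic ribosomal protein genes (-0.18) and gained the call for monocyte and macrophage genes (0.091). Under the setting within chip 1 only, values moved for probes past the threshold, total (687), up (304), down (383) and lost the call for conserved protein genes (0.18). With RNA isolation batch as a random block, values moved for probes past the threshold, total (6820), up (2886), down (3934). This cannot adjust for batch. Under the setting only infected arrays isolated on the same day as naïve, values lost the call for conserved protein genes (0.28). Under the setting only infected arrays isolated on the other day, values moved for probes past the threshold, total (2227), up (1114), down (1113). Under the setting without naïve 2 and naïve 3, values moved for probes past the threshold, total (207), up (76), down (131) and reversed for platelet genes (-0.28, call gained, adjusted p = 0.0391) and lost the call for T cell genes (0.36), conserved protein genes (0.24), cytosolic ribosomal protein genes (-0.060). Under the setting within chip 2 only, values moved for probes past the threshold, total (686), up (365), down (321) and reversed for platelet genes (-0.46, call gained, adjusted p = 1.1e-05) and gained the call for monocyte and macrophage genes (0.34). Under the setting estimated correlation, values lost the call for type I interferon-stimulated genes (0.45), interferon-gamma-inducible genes (0.94), neutrophil genes (1.09), B cell genes (-0.86), T cell genes (0.42), NK cell and cytotoxic genes (0.74), erythroid genes (0.39), conserved protein genes (0.27), cytosolic ribosomal protein genes (-0.14). With the probes detected on parasite array 2 alone as the set, the shift reversed to the other sign (-0.0012). Under the setting 95th percentile of the mirrored background, values lost the call for percentage points on parasite array 1, interferon-gamma-inducible genes (19.8), percentage points on parasite array 2, erythroid genes (-23.4), share detected, parasite minus infected, cytosolic ribosomal protein genes (-22.9) and gained the call for percentage points on parasite array 1, globin genes (58.9).

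With 1 array left out, the results that changed had these ranges: detected probes, parasite against blood -8619 to 211, detected probes, parasite against infected -6865 to 1965, log2 signal median, parasite against blood -1.27 to 2.74, log2 signal interquartile range, parasite against blood -3.11 to -1.45, probes past the threshold, total 1462 to 3984, probes past the threshold, up 617 to 1819, probes past the threshold, down 845 to 2169, conserved protein genes 0.21 to 0.27, erythroid genes 0.28 to 0.50, monocyte and macrophage genes -0.010 to 0.27. Without parasite array 1 both differences in detected probes reversed, and without parasite array 2 the difference in the median did; without either, the interquartile range could not reach the threshold (smallest possible p = 0.111 in the exact test). The counts of probes moved without each of the 3 naïve arrays. The conserved protein list lost its call without naïve array 2 (0.23) or infected array 4 (0.25) and the erythroid list without infected array 2, and the monocyte and macrophage list gained one without infected array 3. Some lists whose call stayed the same moved too. The shift ran from -0.15 to 0.34 for platelet and -0.017 to 0.017 for globin genes. It ran from -0.27 to -0.10 for plasma cell and -0.25 to -0.10 for cytosolic ribosomal protein genes.

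Replicate numbers do not pair the mice: naïve and infected arrays of the same number had correlations of 0.127, 0.269 and -0.312 across genes. Under the setting replicate block, values moved for probes past the threshold, total (2089), up (966), down (1123) and kept the sign of the shift while the direction of the test turned for platelet genes (0.39, call gained, adjusted p = 0.0205).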

Differences from the paper's values

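For parasite array 1 the paper shows about 2400 detected probes in Fig. 6a, read by eye, and 3744 were detected here; the paper's text names no detection threshold. The counts were 5867 with the 95th percentile of the mirrored background, 3655 with the root mean square limit and 610 at the fixed limit of 100 units, so that the value differed by over 1.5 times under each of the 3 alternatives set before the data were examined. At the limit that gave 3744, every blood array also had more detected probes here than in Fig. 6a, by less than 1.5 times. Infected array 5 had 10333 against about 7100, and naïve array 2 had 14353 against about 11000. The direction of the difference is therefore not specific to parasite array 1. For parasite array 2 the paper shows about 400 in Fig. 6a and 12574 were detected here. The counts were 12574, 8204 and 0 under the same alternatives, and each differed as well.

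The paper states that parasite samples had significantly fewer detectable probes. The exact permutation test against all 8 blood arrays gave p = 0.178 with the mirrored background and passed only with the root mean square limit, at p = 0.0222. That direction was found for parasite array 1 against each blood array, and for parasite array 2 with the root mean square limit and at the fixed limit of 100 units. With the 99th percentile of the mirrored background, parasite array 2 lay above all 5 infected arrays, the highest of which had 10969 detected probes, and below the 3 naïve arrays, the lowest of which had 14353.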

Other observations

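The tests on parasite array 1 and its Actb probes were chosen only after the results were seen, and the comparison of all splits of the arrays was planned. Some of the genes that rose in infected blood kept a large part of their signal on parasite array 1, although the preparation was depleted of leukocytes. Zbp1 had 712 units there, 475 on average in infected blood and 10.8 in naïve blood. Oasl2 had 1668 units there against 2146 in infected and 528 in naïve blood, Gbp2 1709 against 3382 and 449, and Mllt3 218 against 653 and 80.2. Other large rises were near background on the array, with Chil3 at -0.8, Chil4 at 1.0, Lcn2 at 2.7 and H2ac15 at 11.0. The paper does not report these genes.

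Infected arrays 2 and 3, with the highest erythroid signal, also had the highest RNA concentrations, of 1113 and 1051 ng/µl, against 415, 667 and 626 ng/µl for infected samples 1, 4 and 5. Within the day shared by infected samples 1, 2 and 5 the erythroid deviations were -0.34, 0.61 and -0.10, and on the other day those of infected samples 3 and 4 were 0.41 and -0.06.

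The signal of parasite array 1 was weighed as mouse RNA against parasite RNA binding to mouse probes. The median part of infected-blood intensity was 6.03 times as high for erythroid genes as for the B cell list, the highest of the 6 leukocyte and platelet lists set for this test, and 4.69 times as high as for the 8 genes of the plasma cell list, but 1.53 times as high as for the type I interferon-stimulated list, consistent with mouse erythroid RNA left in the preparation as a hypothesis. Only 0.656% of the probes above 100 units, 4 of 610, were brighter than on every infected array, which argues against cross-hybridisation as the main source of the signal above that level. Of the 3744 probes detected there, 202 were brighter than on every blood array, at a median of 7.7 units, where the detection limit alone lets about 453 background probes through, so that the source of dim signals stays open. The 5 Actb probes kept between 4.96% and 449% of their infected-blood intensity, a ratio of 90.5, which residual mouse Actb transcript alone does not give, so that binding of parasite actin RNA to 2 of the probes stays open and was not tested by sequence.

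The number of probes past the threshold between infected and naïve blood, 3975, was reached by 1 of the 56 splits of the 8 blood arrays into 3 and 5, the real one. The highest of the other splits, with infected arrays 1, 4 and 5 against the rest, gave 228. This argues against a random division of the arrays as the source of the count, as far as 56 splits allow. It does not separate infection from isolation batch, since naïve and infected arrays share none.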
